# Transient DNMT3L Expression Reinforces Chromatin Surveillance to Halt Senescence Progression in Mouse Embryonic Fibroblast

**DOI:** 10.3389/fcell.2020.00103

**Published:** 2020-03-04

**Authors:** Yoyo Chih-Yun Yu, Tony ZK Hui, Tzu-Hao Kao, Hung-Fu Liao, Chih-Yi Yang, Chia-Chun Hou, Hsin-Ting Hsieh, Jen-Yun Chang, Yi-Tzang Tsai, Marina Pinskaya, Kai-Chien Yang, Yet-Ran Chen, Antonin Morillon, Mong-Hsun Tsai, Shau-Ping Lin

**Keywords:** senescence, epigenetics, DNA methyltransferase 3-like (DNMT3L), polycomb repressive complex 2 (PRC2), chromatin surveillance, transposable element (TE)

## Abstract

Global heterochromatin reduction, which is one of the hallmarks of senescent cells, is associated with reduced transposable element repression and increased risk of chromatin instability. To ensure genomic integrity, the irreparable cells in a population exit permanently from the cell cycle, and this process is termed “senescence.” However, senescence only blocks the expansion of unwanted cells, and the aberrant chromatin of senescent cells remains unstable. Serendipitously, we found that the transient ectopic expression of a repressive epigenetic modulator, DNA methyltransferase 3-like (DNMT3L) was sufficient to delay the premature senescence progression of late-passage mouse embryonic fibroblasts (MEFs) associated with a tightened global chromatin structure. DNMT3L induces more repressive H3K9 methylation on endogenous retroviruses and downregulates the derepressed transposons in aging MEFs. In addition, we found that a pulse of ectopic DNMT3L resulted in the reestablishment of H3K27me3 on polycomb repressive complex 2 (PRC2)-target genes that were derepressed in old MEFs. We demonstrated that ectopic DNMT3L interacted with PRC2 in MEFs. Our data also suggested that ectopic DNMT3L might guide PRC2 to redress deregulated chromatin regions in cells undergoing senescence. This study might lead to an epigenetic reinforcement strategy for overcoming aging-associated epimutation and senescence.

## Background

Cellular senescence is a major response to irreversible damage acquired in response to stress or replication mistakes (d’Adda, 2008; Hernandez-Segura et al., 2018). Senescent cells exhibit permanent cell-cycle arrest and substantial chromatin remodeling (Cruickshanks et al., 2013; Tchkonia et al., 2013). The number of senescent cells in tissues increases with age (Spaulding et al., 1997; Krishnamurthy et al., 2004; Herbig et al., 2006; Krizhanovsky et al., 2008; Vidal et al., 2012; Waaijer et al., 2012), and the rate of their accumulation predicts the lifespan of mice (Jurk et al., 2014). The secretions from senescent cells lead to a senescence-associated secretory phenotype (SASP), which might contribute to aging-associated tissue dysfunction or the development of a cancerous niche in old tissue (Coppe et al., 2010; Castro-Vega et al., 2015; Buhl et al., 2019; Lopes-Paciencia et al., 2019). A recent study showed that the transplantation of senescent cells into mice leads to the early onset of aging-related phenotypes (Xu et al., 2017, 2018), which supports the current hypothesis that senescence can be a driver of aging (Krtolica et al., 2001; Sturmlechner et al., 2017; Lewis-McDougall et al., 2019).

Emerging studies suggest the elimination of senescent cells to extend the healthspan (Baker et al., 2011, 2016; Xu et al., 2015; Palmer et al., 2019). The Kirkland research group initiated a quest for specific activation of the programed death of senescent cells (Zhu et al., 2015), which has resulted in interest in the identification of various senolytic compounds or drugs that can kill senescent cells of specific cell lineages (Zhu et al., 2017; Fuhrmann-Stroissnigg et al., 2018; Cherif et al., 2019; Justice et al., 2019). In addition, it has been found that several emerging senomorphic drugs can suppress SASP (Bitto et al., 2016; de Cecco et al., 2019). The current senotherapeutic interventions basically focus on pre-existing senescent cells (Myrianthopoulos, 2018; Kim and Kim, 2019), whereas the process for safely slowing the emergence of senescence is poorly understood.

Senescence can be activated by reaching the Hayflick limit (telomere shortening to a critical length) (Hayflick and Moorhead, 1961; Hayflick, 1965) or stressors (Serrano et al., 1997; Wang et al., 2009; Luo et al., 2011; Suram et al., 2012; de Magalhaes and Passos, 2018). In addition to the continuous attrition of telomere length accompanied by cell division, aging cells approaching senescence display a less-stringent chromatin architecture and epigenetic control (Pal and Tyler, 2016; Xie et al., 2018; Benayoun et al., 2019), and these features can be accelerated by stress induced by stochastic replication mistakes, environmental stimuli, oncogene activation or signals produced by pre-existing senescent cells (Hodny et al., 2010; Nelson et al., 2012; Benayoun et al., 2015). Therefore, many cells enter senescence before reaching the Hayflick limit (Spaulding et al., 1997; Rubin, 2002; Toussaint et al., 2002; Parrinello et al., 2003; Hewitt et al., 2012; Suram et al., 2012), and this process is known as premature senescence.

The gradual loss of chromatin organization during aging is associated with perinuclear-chromatin detachment (associated with the depletion of the nuclear-envelope protein lamin B1) (Guelen et al., 2008; McCord et al., 2013), reductions in histone core proteins (H3 and H4) (O’Sullivan et al., 2010), and changes in trimethylation markers on histone H3 lysines (H3K4me3, H3K9me3, and H3K27me3) resulting from the reconfiguration of chromatin regulators during aging (Pal and Tyler, 2016). These features contribute to a decline in the maintenance of heterochromatin (inactivated, condensed chromatin state), which is a hallmark of senescent cells (de Cecco et al., 2013a; Pal and Tyler, 2016).

Heterochromatin is mainly concentrated on repeat sequences, including transposable elements (TEs), which constitute a major fraction of the mammalian genome (Lander et al., 2001; Mouse Genome Sequencing Consortium et al., 2002). TE derepression is frequently observed during cellular aging and cancer development (Belancio et al., 2010; de Cecco et al., 2013a, b, 2019). The reactivation of TEs in somatic cells reflects the increases in heterochromatin loss and global chromatin relaxation observed with aging (Orr, 2016; Pal and Tyler, 2016). Elevated chromatin accessibility leads to genomic instability, which can serve as a prelude to senescence. Therefore, the enhancement of chromatin surveillance might allow prolongation of the healthspan of a cell, and the appropriate perturbation of chromatin modifiers reportedly extends the lifespan of invertebrate models (Pal and Tyler, 2016; Sen et al., 2016; Benayoun et al., 2019; Mahmoudi et al., 2019).

Serendipitously, we discovered that the transient ectopic expression of a repressive epigenetic modulator, DNA methyltransferase 3-like (DNMT3L), was sufficient to delay the senescence progression of late-passage mouse embryonic fibroblasts (MEFs). MEFs usually enter senescence after approximately 10 passages when cultured *in vitro* under standard cultural conditions with ambient oxygen (20%), and these cells still contain relatively long telomeres (Parrinello et al., 2003). Therefore, MEFs are considered a useful model for the study of premature senescence independent of telomere shortening (Cristofalo et al., 2000).

DNMT3L is a well-studied TE suppressor (Liao et al., 2012). In addition to the maintenance of heterochromatin obtained with endogenous DNMT3L in germ cells, we discovered that ectopic DNMT3L expression can recruit a repressive chromatin-modifying complex to stimulate *de novo* repressive histone modification markers on newly infected retroviruses and endogenous retroviruses (ERVs) in MEFs (Kao et al., 2014). This finding resonates with DNMT3L’s known function of facilitating the epigenetic repression of TE-associated regions during germ cell development after the physiological genome-wide erasure of repressive epigenetic markers (Bourc’his and Bestor, 2004; Hata et al., 2006; Hu et al., 2008).

In this study, we discovered that the transient expression of DNMT3L in MEFs is sufficient to sustain the proliferation activity of cells for at least 40 passages *in vitro* under standard 20% oxygen culture conditions. To gain insights into the mechanism underlying this phenomenon, we examined several factors associated with the aging process, including the quantities of the nuclear envelope-binding protein lamin B1, histone proteins, and repressive H3K9me3 markers on ERVs and the expression level of selected TEs. To understand the effect of DNMT3L on aging-associated single-copy genes, we further performed a cDNA microarray analysis of young, old and DNMT3L-treated MEFs and characterized the properties of DNMT3L-responsive genes that are derepressed in old MEFs. Our data suggest that chromatin surveillance enhancement might constitute one of the mechanisms underlying the DNMT3L-induced halting of senescence progression in aging MEFs. This type of study might lead to the development of an epigenetic reinforcement strategy that could mitigate aging-associated epimutation and prevent premature senescence.

## Results

### A Pulse of Ectopic DNMT3L Delays Premature Senescence in Mouse Embryonic Fibroblasts

Here, we demonstrated for the first time that transient DNMT3L expression in late-passage MEFs was sufficient to extend the proliferative activities of these cells. Intriguingly, transient DNMT3L expression in early passage MEFs failed to delay senescence (Supplementary Figure S1). This observation indicated that this DNMT3L-dependent resistance to senescence was restrictive to the presenescent cellular environment in MEFs. We therefore determined the expression timing of *Dnmt3l* in MEFs in a restrictive range of passages based on the percentage of Ki67-positive cells (actively dividing cells) (Figure 1A). Old/presenescent MEFs steadily proliferated after transient exposure to DNMT3L. We termed the cells after a DNMT3L pulse as “DNMT3L-treated MEFs” (the representative passages used in this paper were at least 10 passages after transient DNMT3L expression, when DNMT3L was no longer present). The DNMT3L-treated MEFs sustained robust cell division for over 40 passages and were still growing well after 40 passages, whereas MEFs transfected with a mock expression vector (used as a control) barely showed any division within five passages after the transfection. Compared with the flat and irregular shapes of old/presenescent MEFs, the DNMT3L-treated MEFs bulged in the center and had smaller nuclei (Figure 1B). Remarkably, the DNMT3L-treated MEFs showed around 80% enrichment in Ki67-positive cells, and this finding is similar to that found for young MEFs, which can be defined as 80% Ki67-positive cells (Figures 1C,D). BrdU-positive cells were also significantly enriched in DNMT3L-treated MEF (similar to that found in young MEFs) comparing with old/presenescent MEFs, indicating active DNA replication after the DNMT3L pulse (Supplementary Figure S2). The growth curve of the DNMT3L-treated MEFs was closer to that of young MEFs than to that of old/presenescent MEFs and was clearly different from that of senescent MEFs (Figure 1E). The Ki67 index and growth curve of the DNMT3L-treated MEFs suggested that transient DNMT3L expression restored the proliferative ability of old/presenescent MEFs.

**FIGURE 1:**
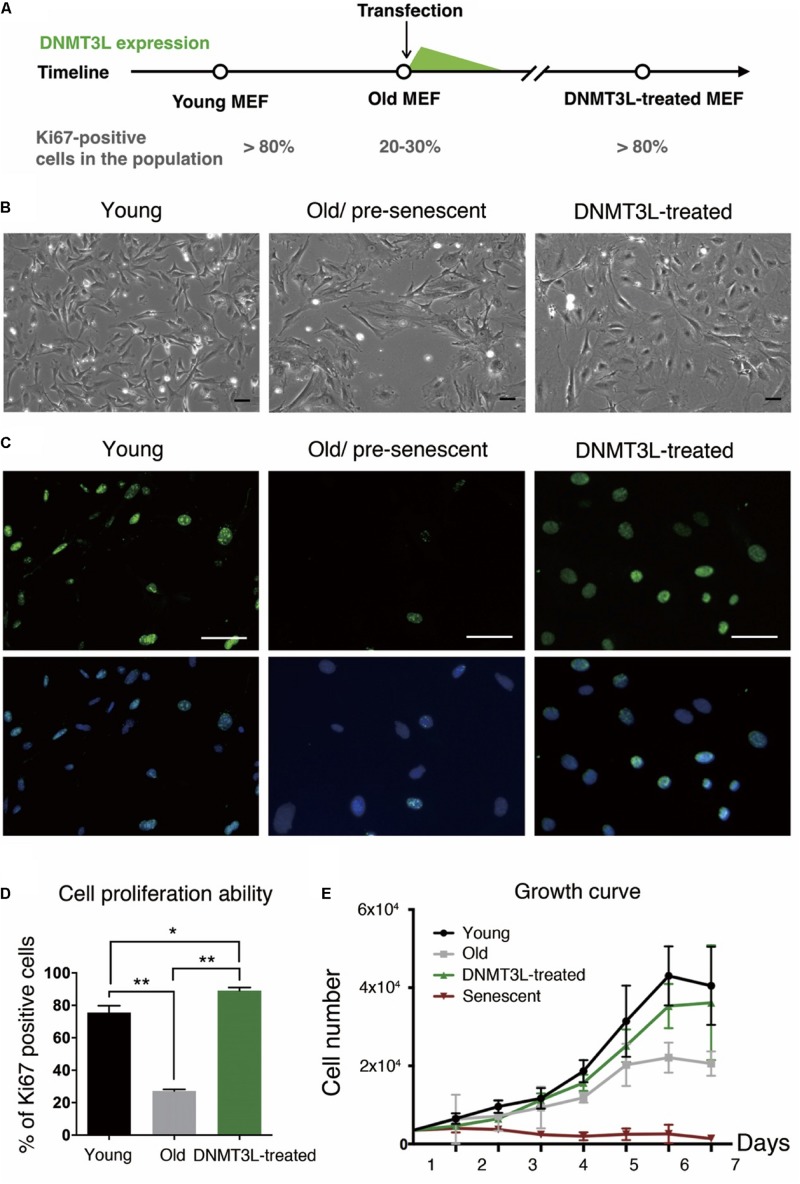
Ectopic DNMT3L pulse restored the proliferation ability of aging MEFs. **(A)** Timeline of the sampling time points and the ectopic DNMT3L expression timing. The percentage of Ki67-positive cells in the population indicated the stage of cells. **(B)** Representative bright-field microscopy images of young, old/presenescent and DNMT3L-treated MEFs as labeled. Scale bar = 10 μm. **(C)** Representative Ki67-immunofluorescence images of the indicated cells. Green: Ki67 (proliferating cells); blue: Hoechst 33342 (nuclei). Bar = 10 μm. **(D)** Frequency distribution of proliferating cells among the three cell types based on the percentage of Ki67–positive nuclei. Mean ± SEM, *n* = 3. Asterisks indicate averages with significantly differences at *p < 0.05 or **p < 0.01, as determined by Student’s *t*-test. **(E)** Growth curve of the labeled cell populations. The black lines indicate the young MEFs; the gray lines indicate the old/presenescent MEFs; the green lines indicate the DNMT3L-treated MEFs; and the dark-red lines indicate the senescent MEFs. The cells were initially seeded at 5000 per well in a 24-well tissue culture plate (mean ± SEM, *n* = 6).

### The DNMT3L-Induced Halting of the Senescence Machinery Might Be Partly Due to Maintenance of the Nuclear Architecture

The quantity of the nuclear envelope-binding protein lamin B1 and the associated heterochromatin usually declines during the aging process, and these decreases are associated with reductions in the total nucleosome numbers. The transient treatment of aging MEFs with DNMT3L not only induced long-term proliferation activity but also significantly restored the lamin B1 and H3 expression levels (Figures 2A–D), which suggested reinforcement of the condensed global chromatin structure. These results indicated that the transient expression of DNMT3L in presenescent MEFs enabled the halting of senescence progression partly via the maintenance of sufficient levels of nuclear lamina protein and nucleosomes.

**FIGURE 2:**
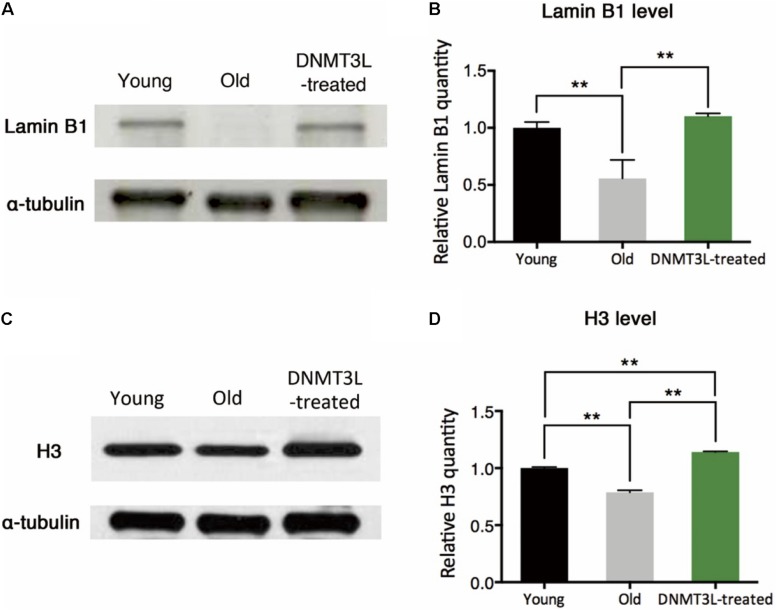
DNMT3L treatment restored the nuclear envelope-binding and histone core proteins that decreased during cellular aging. **(A)** Western blot analysis of extracts from young, old/presenescent and DNMT3L-treated MEFs using anti–lamin B1 and anti–α-tubulin antibodies. The distribution of the α-tubulin quantity was relatively stable among populations of young, old/presenescent and DNMT3L-treated MEFs with the same cell number. **(B)** Statistical results from repeated immunoblots assessing the relative quantity of lamin B1 normalized by α-tubulin. Mean ± SEM, *n* = 3. Asterisks indicate averages with significant differences at **p < 0.01, as determined by Student’s *t*-test. **(C)** Western blot analysis of extracts from the same set of cell lines using anti–H3 and anti–α-tubulin antibodies. **(D)** Statistical results from repeated immunoblots assessing the relative quantity of H3 normalized by α-tubulin. Mean ± SEM, *n* = 3. Asterisks indicate significant differences at **p < 0.01, Student’s *t*-test.

### A Pulse of Ectopic DNMT3L Enhances H3K9me3 on ERVs in a Long-Term Manner

We previously found that the H3K9me3 marks on two TE families, Class I and II ERVs, were significantly elevated in DNMT3L-expressing MEFs at 48 hr post-*Dnmt3l* transfection (Kao et al., 2014). After this immediate response, we found a global elevation of H3K9me3 in DNMT3L-treated MEFs (Figure 3A) and a long-term maintenance of H3K9me3 enrichment in all three classes of ERVs in DNMT3L-treated MEFs for at least 10 passages after a DNMT3L pulse administered once ectopic DNMT3L was no longer detectable (Figure 3B). In addition, most of the selected TE subfamilies included in the RT-qPCR analysis were derepressed in old MEFs compared with their expression in young MEFs. The great majority of the derepressed TE subfamilies were downregulated after DNMT3L treatment (data not shown). Although DNMT3L protein is not detectable in MEFs, the above findings suggested a long-term effect carried over from prior ectopic DNMT3L expression.

**FIGURE 3:**
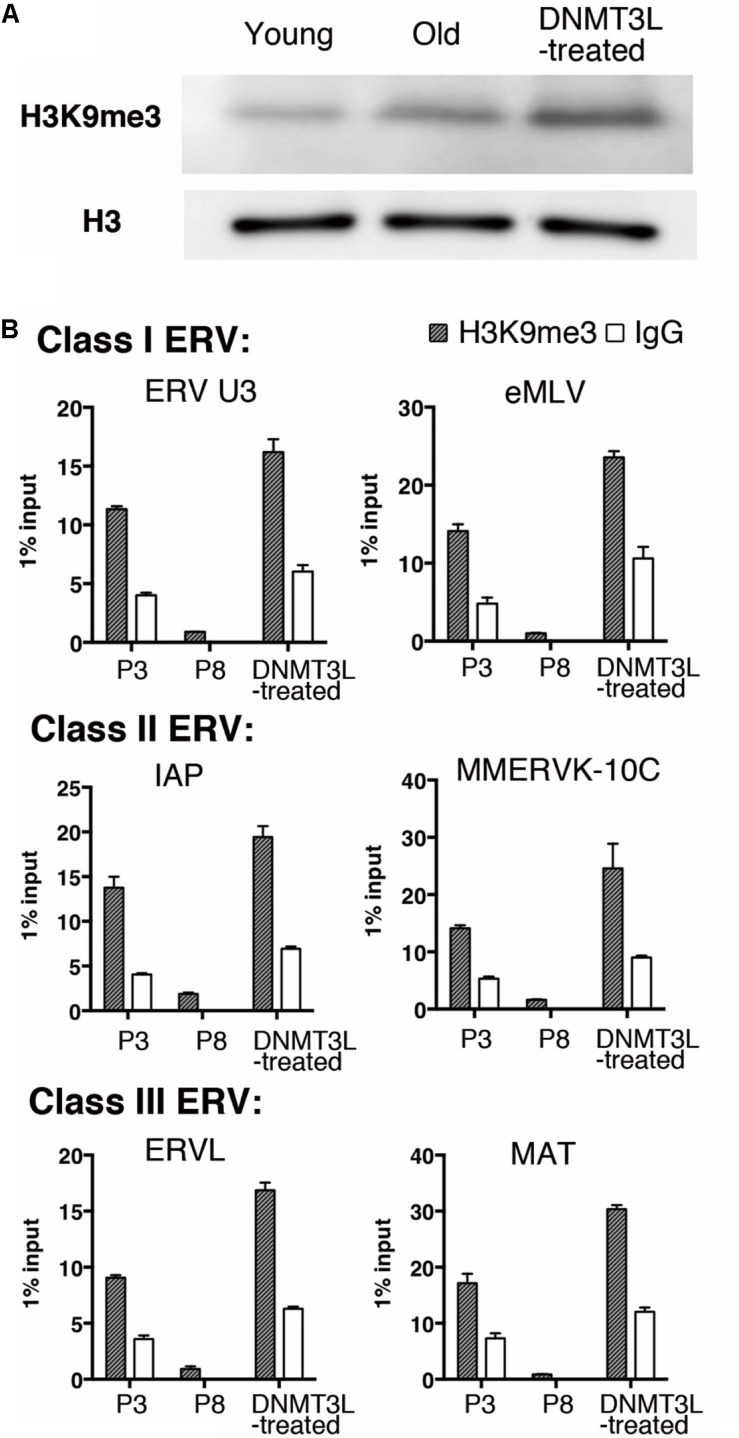
Ectopic DNMT3L established a long-term effect on global H3K9me3 elevation and H3K9me3 enrichment on ERVs. **(A)** Western blot analysis of extracts from young, old/presenescent and DNMT3L-treated MEFs using anti–H3K9me3 antibody. Anti–H3 antibodies were used to indicate the relative expression on nucleosomes among samples. **(B)** ChIP-qPCR with anti-H3K9me3 antibody was used to assess the enrichment of H3K9me3 on representative Class I to Class III ERVs in the indicated cells. Mean ± SEM, *n* = 3. Rabbit IgG was used as a negative control.

### DNMT3L Treatment Partly Reverses Aberrant Gene Expression During the Aging Process in MEFs

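RNA from C57BL/6 MEFs was hybridized to 8 Illumina mouse BeadArrays on 1 chip, with 2 arrays in each of 4 groups. Young MEFs were at passage 3 and old MEFs at passages 5 and 6. DNMT3L-treated MEFs, which had received the DNMT3L pulse at passage 5, were at passages 22 and 23, and DNMT3L-treated MEFs kept in embryonic stem cell medium were at passages 29 and 33, so that treatment and passage changed together. For 2 of the arrays the labels disagreed on which was young and which was old, and the labels in their titles were used. Taken that way, the arrays lay closer to the values that Supplementary Figures S6b, S7 and S9 plot for 13 genes, with a sum of squared log2 differences of 0.073 against 17.8 the other way. The deposited signals were mean bead intensities of 25697 probes, without normalization or background subtraction. Between 12394 and 13114 probes were detected per array, and the median signal was 60.3 to 71.7. Signals were corrected for background and quantile-normalized with limma's neqc function, and the 14275 probes detected on at least 2 arrays were tested with 1 linear model over all 8 arrays. With 2 arrays per group the precision was limited: of 200 simulated changes of 1 log2 unit between young and old MEFs 66 were called, and of 200 changes of 2 units 197. The DNMT3L-treated pair differed most between its arrays, with 10.3% of probes more than 2-fold apart, against 1.3% in young MEFs, 2.5% in old MEFs and 0.1% in embryonic stem cell medium. Both probes of Dnmt3l were undetected on all 8 arrays.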

To understand the impacts of DNMT3L exposure on single-copy genes in old MEFs, we compared the annotated gene expression patterns of young, old/presenescent and DNMT3L-treated MEFs through a microarray analysis. 

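Over all 25697 probes, the Spearman correlation of quantile-normalized signals averaged 0.958 between a young and an old array (0.955 to 0.962 over the 4 pairs). The 2 young arrays correlated at 0.966 and the 2 old arrays at 0.965. DNMT3L-treated arrays correlated at 0.926 on average with young arrays (0.921 to 0.932), at 0.923 with old arrays (0.919 to 0.927) and at 0.957 with each other. These correlations run across genes, which are not independent replicates. Restricting them to detected probes moved those of DNMT3L-treated arrays most, to 0.887 with young and 0.878 with old arrays. The correlation between young and old arrays was 0.96 among detected probes and 0.962 with the opposite labels for the 2 arrays in conflict.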

The pairwise Spearman correlation matrix showed that the gene expression levels were similar between young and old MEFs (Supplementary Figure S3). The genes upregulated in young compared with old MEFs were largely associated with proliferation-related pathways (Supplementary Figure S4a), whereas the genes upregulated in old MEFs were enriched in other pathways and included genes negatively regulated by Sirt1, genes associated with oxidative stress-induced senescence, and genes associated with SASPs (Supplementary Figure S4b). 

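Lists of genes were compared between the groups with limma's camera test, each gene by its brightest probe. The lists were written for the re-analysis and are not the gene sets behind the paper's pathways. Of 46 tested cell cycle genes, 45 were lower in old than in young MEFs, with a median log2 change of -1.37 (adjusted p = 1.4e-15 over 9 lists), and the medians of the old arrays were -1.37 and -1.34 relative to young MEFs. None of these genes passed the threshold singly in limma over all probes tested, and 27 did when adjusted over the list alone. Of 18 cholesterol biosynthesis genes 17 were lower in old MEFs, with a median of -1.18 (adjusted p = 3.0e-12), and Fdps, Lss, Cyp51 and Acat2 were called lower, next to 13 genes when adjusted over the list alone. The 41 SASP genes had a median of 0.01 (adjusted p = 0.41), with 21 higher and 20 lower in old MEFs. Serpine2, with a log2 change of 1.78, and Igfbp3, with 2.12, were the SASP genes called higher, next to 7 SASP genes called when adjusted over the list alone. Without young replicate 1 the adjusted p of the SASP list was 0.025. The names of these called members were chosen after their values were seen. With the opposite labels for the 2 arrays in conflict, the adjusted p of the cell cycle list was 0.85 and its direction changed. With fry in place of camera, the cholesterol biosynthesis list (adjusted p = 0.0028) and a list of Hox genes (adjusted p = 0.045) passed the threshold between young and old MEFs and the cell cycle list did not (adjusted p = 0.18). With a correlation between genes estimated from the arrays, 0 of the 9 lists passed.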

Intriguingly, a significant proportion of the genes that were differentially expressed between young and old MEFs were also affected by DNMT3L treatment. We found 1006 differentially expressed genes (DEGs) between young and old MEFs, and 556 of these DEGs also showed differential expression before and after the DNMT3L pulse (Supplementary Figure S5). 

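Of the 14275 probes tested, 122 (115 gene symbols) were called differentially expressed between young and old MEFs in limma at an adjusted p under 0.05, 81 of them higher and 41 lower in old MEFs. At an unadjusted p under 0.05 there were 2546. Between old and DNMT3L-treated MEFs 4243 probes were called, 1987 higher and 2256 lower after treatment. The count between young and old MEFs moved with the arrays and the test used. It was 19 without the arrays in embryonic stem cell medium, 628 in a model of the young and old arrays alone, which was chosen after seeing the data, and 1565 with either one of the DNMT3L-treated arrays left out, which takes the spread of that pair out of the model. In limma it was 8 without young replicate 1, 0 without young replicate 2 (1592 at an unadjusted p under 0.05), 11 without old replicate 1 and 32 without old replicate 2. A fold change above 2 without a test gave 755 probes. The highest rises in old MEFs among probes whose arrays did not overlap were those of Bdnf, with a log2 change of 3.67 (SE 0.44, adjusted p = 0.015), Prelp with 3.38 and Gvin1 with 3.12, where Bdnf and Gvin1 were detected on 1 of 2 young arrays. The deepest falls were those of 1600023A02Rik, with -3.69 (SE 0.22, adjusted p = 0.0011), Crabp1 with -3.17 and Lrrc15 with -3.08. With the opposite labels for the 2 arrays in conflict, 1 probe was called and Bdnf, Prelp, Gvin1 and Lrrc15 changed direction. The count between old and DNMT3L-treated MEFs was 2206 without old replicate 1 and 1878 in a model of those groups alone, also chosen after seeing the data. After treatment D930038M13Rik was at least 56.3-fold higher (adjusted p = 9.0e-06), Scara5 at least 41.8-fold higher and Slc1a3, detected on 1 of 2 old arrays, higher by 5.92 on the log2 scale, whereas Ankrd1 was at least 136-fold lower (adjusted p = 2.4e-06) and C1qtnf3 at least 120-fold lower, with -6.52 on the log2 scale from its second probe, detected on 1 of 2 DNMT3L-treated arrays.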

The hypergeometric *p*-value of this overlap was less than 2 × 10*^–^*^16^, which suggested that DNMT3L exerted a significant impact on genes that exhibit altered expression among passages. 

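Both comparisons called 98 probes (94 gene symbols), 80.3% of the 122, where the shares of called probes alone would give 36.3 (exact hypergeometric test, p = 4.8e-31 over the probes tested). That calculation treats the comparisons as independent, whereas the same old arrays enter both. In 100 simulations in which no group differed, the same numbers of top-ranked probes shared 90.0 probes (79.5 to 97.5 in 95% of simulations). With young and old MEFs alike and DNMT3L-treated MEFs changed as measured, they shared 60.0 (49.4 to 70.0). When old replicate 1 was set against young MEFs and old replicate 2 against DNMT3L-treated MEFs, 96 probes were shared, and 98 with the old arrays exchanged, against 59.0 (50.5 to 65.3) in simulations with young and old MEFs alike. Differences between cultures that both old arrays carried were not separated by this comparison. The overlap was 0 without young replicate 2, 8 without young replicate 1, 9 without old replicate 1, 25 without old replicate 2, 1106 without DNMT3L-treated replicate 1 and 825 without DNMT3L-treated replicate 2.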

We found that DNMT3L treatment partly reversed the cellular aging-related transcriptome changes in MEFs during the aging process. 

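Of the 98 probes called in both comparisons, 79 (80.6%, 95% Wilson interval 71.7 to 87.2) changed after treatment toward their level in young MEFs. The level that chance gives is above an even share, because a probe picked for an extreme value in old MEFs lies on the same side of both other groups. The simulations gave 74.6% (65.1 to 85.1) with young and old MEFs alike. Another setting took the changes from the mean of young and old MEFs to DNMT3L-treated MEFs. Moved at random between probes of like level, they gave 94.8% (88.5 to 98.7). That setting starts DNMT3L-treated MEFs midway between young and old MEFs, which by itself raises the share. With a different old array in each comparison, the share was 74.0% or 71.4%, against 48.6% (40.9 to 59.3) with young and old MEFs alike and 90.1% (83.6 to 96.0) with the changes moved at random. Without young replicate 1 the share was 62.5%.

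**Figure D1:**
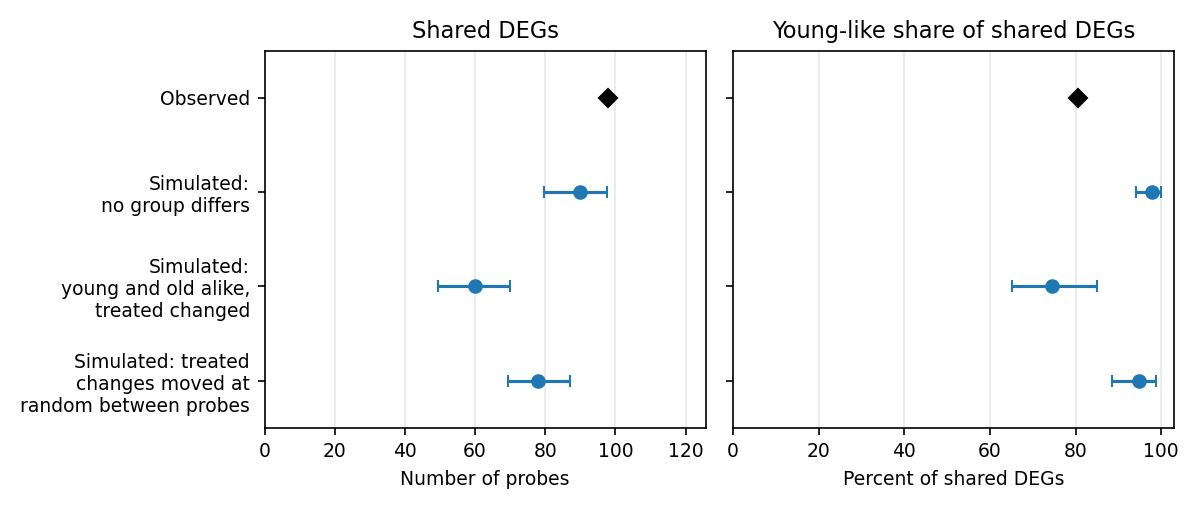
Number of shared differentially expressed probes and percentage of them that changed toward the young level, in the arrays and in 100 simulations per setting (points, medians; lines, 95% of simulations). The 98 shared probes lie above the 60.0 simulated with young and old MEFs alike. The young-like share of 80.6% lies below the 94.8% simulated with the changes moved at random from a start midway between young and old MEFs.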

Among the 556 genes whose expression was affected by both prolonged passages and DNMT3L treatment, 82.7% exhibited a young cell-like expression pattern after DNMT3L treatment (Supplementary Figures S6a–d). Intriguingly, the majority of the genes upregulated in old MEFs were re-repressed after DNMT3L treatment. 

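Of the 81 probes called higher in old than in young MEFs, 66 (81.5%, 95% Wilson interval 71.7 to 88.4) were called lower in DNMT3L-treated than in old MEFs, 4 were called higher again and 11 were not called. Of the 41 probes called lower in old MEFs, 13 (31.7%, 19.6 to 47) were called higher after treatment, 15 were called lower still and 13 were not called. The share of re-repressed probes was 36.8% without DNMT3L-treated replicate 2, 58.7% without DNMT3L-treated replicate 1 and 47% of the probes that rose by more than 1.5-fold without a test.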

We also performed proteomic analysis on the young, old, and DNMT3L-treated MEFs. The changes in the protein expression patterns were highly associated with the DEGs identified in the microarray analysis (data not shown).

### DNMT3L Enhances the Repression of Derepressed PRC2-Targeted Genes in Old MEFs and Globally Reinforces H3K27me3 Markers

To identify the repressive machinery lost during aging, we focused on the genes repressed in young MEFs and derepressed in old MEFs. We first defined a set of genes with expression levels below a manually positioned cutout line in young MEFs (Figure 4A). These genes represented those that properly maintained the repressed/silenced machinery at early passages (Figure 4B). 

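On quantile-normalized signals without background correction, 15863 of the 25697 probes (61.7%, 12225 gene symbols) had a mean below 100 in young MEFs. The mean signal of 171 of these probes (166 gene symbols) was more than 1.5-fold higher in old MEFs. All 171 were detected on at least 1 old array, and in 169 both old arrays lay above both young arrays. Of the 168 that were tested in limma, 39 were called higher in old MEFs and 165 had an unadjusted p under 0.05. Simulated arrays without any difference between the groups gave 11 such probes (5 to 18 in 95% of simulations). The count was 424 at 1.3-fold and 39 at 2-fold, 371 with a limit of 200 for low expression, 560 on background-corrected values and 27 with the opposite labels for the 2 arrays in conflict.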

Among the 19,116 genes that were expressed at low levels in young MEFs, we then spotted 419 hits that were overexpressed by more than 1.5-fold in old MEFs.

**FIGURE 4:**
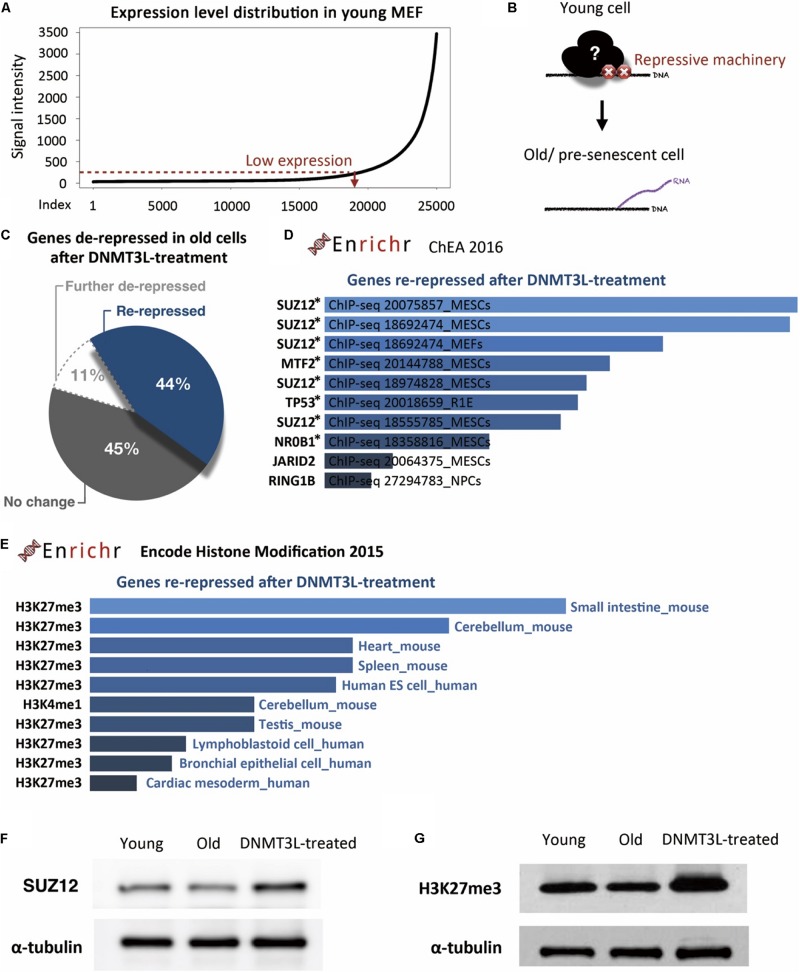
DNMT3L treatment enhanced the repression of derepressed PRC2-targeted genes in old MEFs and globally reinforced H3K27me3 markers. **(A)** The distribution of gene expression in young MEFs was determined by a microarray analysis. According to the curve, we manually defined a threshold for the probe signal intensity below 100 as indicating a gene with low expression. The following analysis focused on these low-expression genes that lose repression in old MEFs. **(B)** Illustration of the genes with aging-associated loss of repression and their original repressor in young MEFs. **(C)** Pie chart indicating the change in genes derepressed in old MEFs after DNMT3L treatment. **(D)** The top 10 potential consensus transcriptional regulators of genes derepressed in old MEFs and re-repressed after a DNMT3L pulse are listed. The gene set described above was submitted to Enrichr and aligned with the ChEA 2016 database. All the listed regulators, SUZ12, MTF2, TP53, NR0B1, JARID2, and RING1, have significant hits with *p* < 0.05. The asterisks indicate the genes with *p*-values < 0.05. **(E)** Most-consensus histone modification of the genes described above in other cell lineages according to Encode Histone Modification 2015 (Enrichr). The listed markers in each dataset have a significance of *p* < 0.05. **(F,G)** Western blot analysis of extracts from young, old/presenescent and DNMT3L-treated MEFs with anti-SUZ12 and anti-H3K27me3 antibodies. The quantity of α-tubulin represents the loading control of similar cell numbers.

Among these 419 hits, only 11% were continuously upregulated after DNMT3L treatment, and half of the remaining 89% were downregulated after the treatment (Figure 4C). This distribution suggested that ectopic DNMT3L mainly played a repressive role on the genes derepressed in old MEFs, resulting in establishment of a “young cell-like” pattern, which is consistent with the primarily repressive function attributed to DNMT3L.

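After DNMT3L treatment, 79 of the 171 derepressed probes (46.2%, 95% Wilson interval 38.9 to 53.7) fell by more than 1.5-fold, 31 (18.1%, 13.1 to 24.6) rose by more than 1.5-fold and 61 (35.7%) did neither. In limma 76 of the probes were called lower and 25 higher in DNMT3L-treated than in old MEFs. In embryonic stem cell medium, at higher passages, 71.3% of the 171 probes fell by more than 1.5-fold and 8.2% rose. Of the probes, 71 fell in both media. Probes picked for a high signal in old MEFs tend to fall back. With DNMT3L-treated MEFs simulated at the means of old MEFs 2.0% (0.6 to 4.0) fell and 0.4% (0.0 to 1.5) rose. That setting takes means already raised by the choice of probes as true. In simulated arrays without any difference between the groups 13.3% (0.0 to 38.7) fell. Among probes of the same signal in old MEFs that were not derepressed, 13.1% (8.2 to 18.1) fell by more than 1.5-fold after treatment and 18.9% (13.5 to 24.6) rose. The interval for derepressed probes lay above that of probes of like signal for falls and overlapped it for rises. The share that rose was 11.7% without DNMT3L-treated replicate 1 and 23.4% without DNMT3L-treated replicate 2. From this distribution the paper proposes that ectopic DNMT3L acted mainly as a repressor of genes derepressed in old MEFs.

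**Figure D2:**
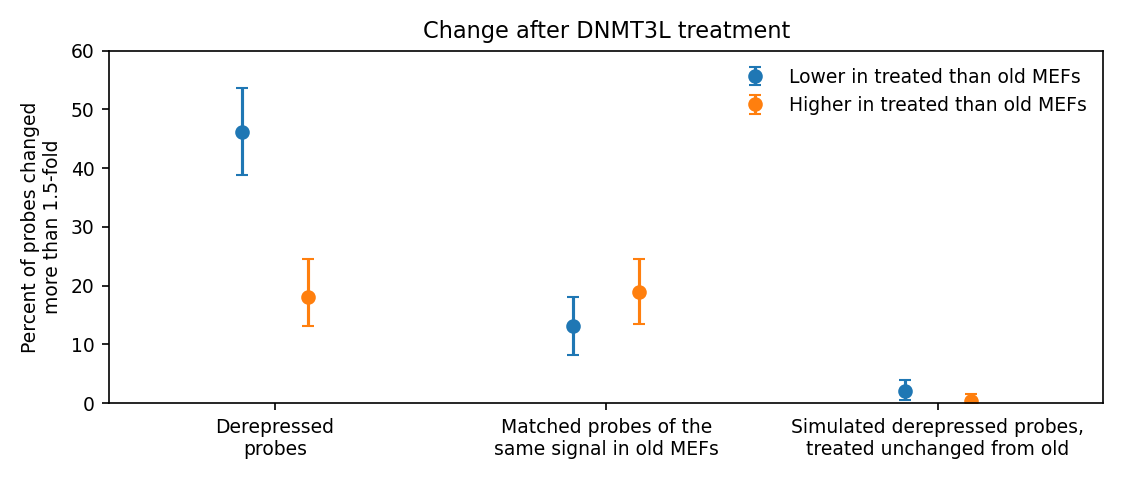
Percentage of probes that fell or rose by more than 1.5-fold from old to DNMT3L-treated MEFs, for the derepressed probes (95% Wilson intervals), for probes of like signal that were not derepressed and for simulated arrays (95% of draws or simulations). The derepressed probes fell in 46.2% and the probes of like signal in 13.1%.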

According to ChIP Enrichment Analysis (ChEA) 2016 (a gene list enrichment analysis tool from Enrichr), SUZ12, a PRC2 member responsible for establishment of the H3K27me3 repressive marker, showed a significantly higher potential to be one of the binding factors for genes re-repressed after DNMT3L treatment. MTF2, a polycomb group (PcG) protein that recruits PRC2 to induce an enhancement in H3K27me3 methylation activity, was also in the list of top five proteins with a significant adjusted *p*-value (Figure 4D). 

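Suz12 (chromosome 11) had normalized log2 values of 11.04 ± 0.05 (SD, n = 2) in young MEFs, 10.83 ± 0.22 in old MEFs and 11.46 ± 0.33 in DNMT3L-treated MEFs. Its log2 change was -0.20 from young to old (SE 0.22, adjusted p = 0.66) and 0.63 from old to DNMT3L-treated MEFs (adjusted p = 0.062), and without DNMT3L-treated replicate 1 the latter was 0.86 (adjusted p = 0.014). Mtf2 (chromosome 5) was detected on both young and on both DNMT3L-treated arrays and on neither old array. It was at least 1.24-fold lower in old than in young MEFs (adjusted p = 0.54) and at least 2.34-fold higher in DNMT3L-treated than in old MEFs (adjusted p = 0.036). The latter call was lost without old replicate 1 (adjusted p = 0.17), without old replicate 2 (0.092) and without DNMT3L-treated replicate 2 (0.059). Trp53 (chromosome 11) was 10.28 ± 0.05 in young, 9.50 ± 0.34 in old and 10.10 ± 0.46 in DNMT3L-treated MEFs, a change of -0.79 (SE 0.26, adjusted p = 0.18) followed by 0.60 (adjusted p = 0.11, or 0.015 without DNMT3L-treated replicate 1). When adjusted over the list alone, Trp53 was called between young and old MEFs, and Suz12, Mtf2 and Trp53 were called between old and DNMT3L-treated MEFs. Nr0b1 and Jarid2 were undetected on all 8 arrays, with mean signals of 40.1 to 44.3 and 48.5 to 50.5 in the 3 groups, and a change in them was not detectable.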

The microarray data showed that the RNA expression levels of *Suz12*, *Mtf2* and *Trp53* were downregulated in old MEFs compared with those in both young and DNMT3L-treated MEFs, whereas *Nr0b1* and *Jarid2* maintained similar levels among all of the samples (Supplementary Figure S7).

Additionally, the above-described genes derepressed in old MEFs and re-repressed after DNMT3L treatment were subjected to Encode Histone Modification 2015 (another gene list enrichment analysis tool from Enrichr). These genes are mainly found to be marked by H3K27me3 in various mouse somatic cell lineages (Figure 4D). We performed a Western blotting analysis to measure the overall levels of SUZ12 and H3K27me3 in young, old and DNMT3L-treated MEFs (Figure 4E). SUZ12 was slightly downregulated in old MEFs and upregulated in DNMT3L-treated MEFs compared with its expression in young MEFs, which was consistent with the *Suz12* RNA expression levels obtained in the microarray analysis (Supplementary Figure S7). Among these cells, old MEFs showed the lowest levels of both H3 and H3K27me3 (Figures 2C,D, 4F,H). After normalization based on alpha-tubulin, the H3K27me3 level was globally increased in DNMT3L-treated MEFs (Figure 4F). Our data suggested that DNMT3L can enhance the repressive regulation of genes that lose H3K27me3 repression during aging and reinforce the global H3 and H3K27me3 levels.

### Ectopic DNMT3L Interacts With SUZ12 and Restores H3K27me3 in the Promoters of Derepressed PRC2 Target Genes

The above-described data support the hypothesis that DNMT3L mitigates the derepression of PRC2-target genes that showed a loss of H3K27me3 suppression during aging. Based on the global elevation of SUZ12 and H3K27me3 after DNMT3L treatment in MEFs, and as DNMT3L and EZH2 interaction has been observed in ES cells before (Neri et al., 2013), we hypothesized that DNMT3L might facilitate the re-establishment of H3K27me3 markers on derepressed PRC2 target genes.

To test whether DNMT3L can recruit PRC2, we examined whether PRC2 and ectopic DNMT3L can be precipitated in the same complex in MEFs through a coimmunoprecipitation (co-IP) assay. Due to the lack of a suitable IP-grade anti-DNMT3L antibody, we constructed a lentiviral vector encoding N-terminal FLAG-tagged DNMT3L under the control of a doxycycline-inducible promoter. Young MEFs were transduced, selected using puromycin and treated with doxycycline at the time point corresponding to the 30% Ki67 index described previously (Supplementary Figure S8a). The expression of exogenous *Dnmt3l* was well controlled by doxycycline (Figure 5A and Supplementary Figure S8b). As expected, DNMT3L coprecipitated the PRC2 member SUZ12 (Figure 5B). Consistently, the immunoprecipitation of SUZ12 with anti-SUZ12 antibody revealed the presence of DNMT3L and EZH2, another PRC2 member (as a control), in the pull-down lysate (Figure 5C). We also observed HDAC1 in the IP-SUZ12 pull-down complex in MEFs and observed enrichment of the HDAC1-SUZ12 interaction in the DNMT3L-expressing MEFs (data not shown).

**FIGURE 5:**
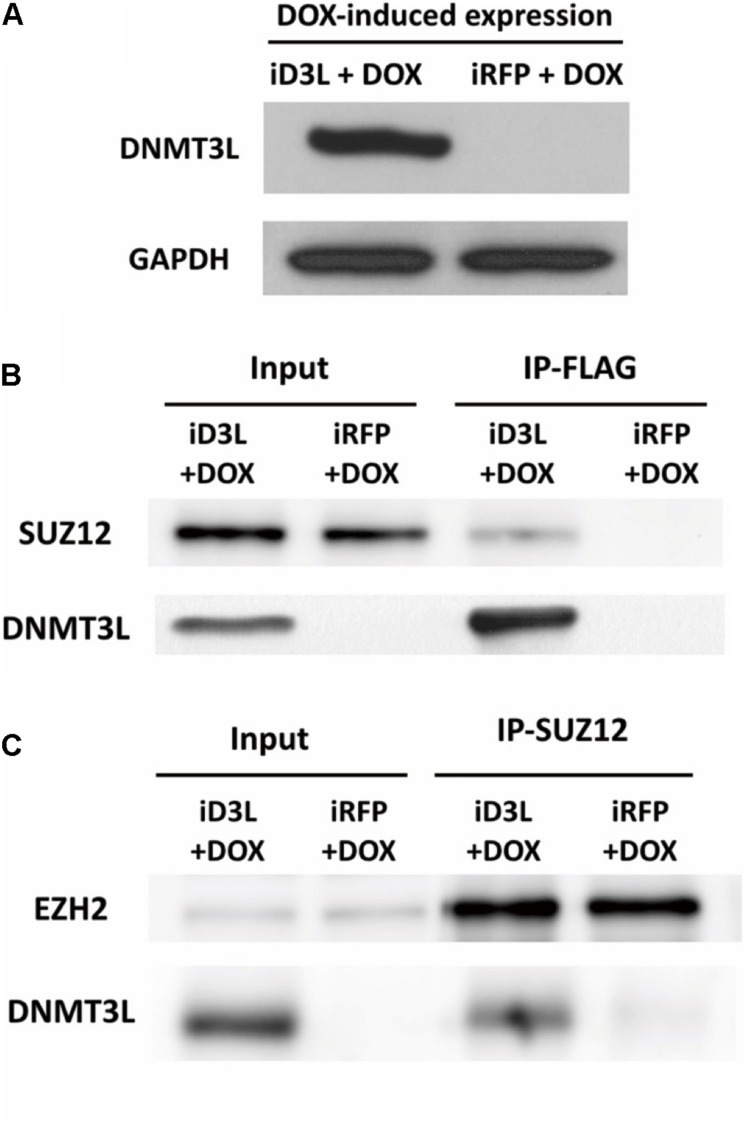
Ectopic DNMT3L interacted with the PRC2 member SUZ12. **(A)** DNM3L or RFP expression was induced by 48 h of treatment with doxycycline (DOX) in lentivirus-infected DOX-inducible MEFs expressing the manufactured gene (Supplementary Figure S6). Western blot (WB) analysis of extracts of the same numbers of DNMT3L-expressing- (iD3L + DOX) and red fluorescent protein (RFP)-expressing (iRFP + DOX) MEFs using anti-DNMT3L antibody. Anti-GAPDH antibody was used as a loading control. **(B,C)** Immunoprecipitation (IP) and WB results revealed the interaction between DNMT3L and PRC2 members. Whole-cell extracts from DNMT3L- and RFP-expressing MEFs at 48 h postinduction were subjected to IP with anti–FLAG and anti–SUZ12 antibodies. WB using antibodies against DNMT3L, SUZ12, and EZH2 was performed to detect these proteins in the indicated IP-pulldown lysate extracts. SUZ12 and EZH2 showed equal quantities after a 5% input of both DNMT3L- and RFP-expressing MEFs. The presence of DNMT3L and SUZ12 was found in each protein interaction complex.

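In the arrays, which are separate from the RT-qPCR of Figure 6A, Aplp1 had a signal of 109.4 ± 9.53 (SD, n = 2) in young, 273.2 ± 41.4 in old and 60.4 ± 8.39 in DNMT3L-treated MEFs, a log2 change of 1.65 with passage (adjusted p = 0.02) and of -3.03 after treatment (adjusted p = 7.1e-05), where it was detected on 1 of 2 DNMT3L-treated arrays. Dnajc6 was detected only in old MEFs, at least 2.74-fold higher than in young MEFs (adjusted p = 0.0049) and at least 2.81-fold lower after treatment (adjusted p = 1.3e-04). Kcnj4 rose by 0.95 in old MEFs (adjusted p = 0.065) and fell by 2.08 after treatment (adjusted p = 1.6e-04). Sim2 rose by 1.6 (adjusted p = 0.011) and was at least 10.2-fold lower after treatment (adjusted p = 7.8e-06). With the opposite labels for the 2 arrays in conflict, the change with passage was -0.11 for Dnajc6 and -0.17 for Sim2. When adjusted over the list alone, with Ctsw, Acat2 and Dbp in the list, all 7 genes were called in both comparisons, which is not independent evidence, since the study chose them on these arrays.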

We randomly selected some genes from those derepressed in old MEFs and re-repressed after DNMT3L treatment (Figure 6A) and measured the H3K27me3 levels at their promoters in young, old and DNMT3L-treated MEFs through ChIP. The analysis of the genes that were re-repressed after DNMT3L treatment and showed a loss of H3K27me3 in old MEFs revealed that their H3K27me3 levels were significantly restored in DNMT3L-treated MEFs (Figure 6B). The trends found for repressive H3K27me3 among young, old and DNMT3L-treated MEFs were negatively-correlated with the mRNA abundance of each gene tested (Figures 6A,B).

**FIGURE 6:**
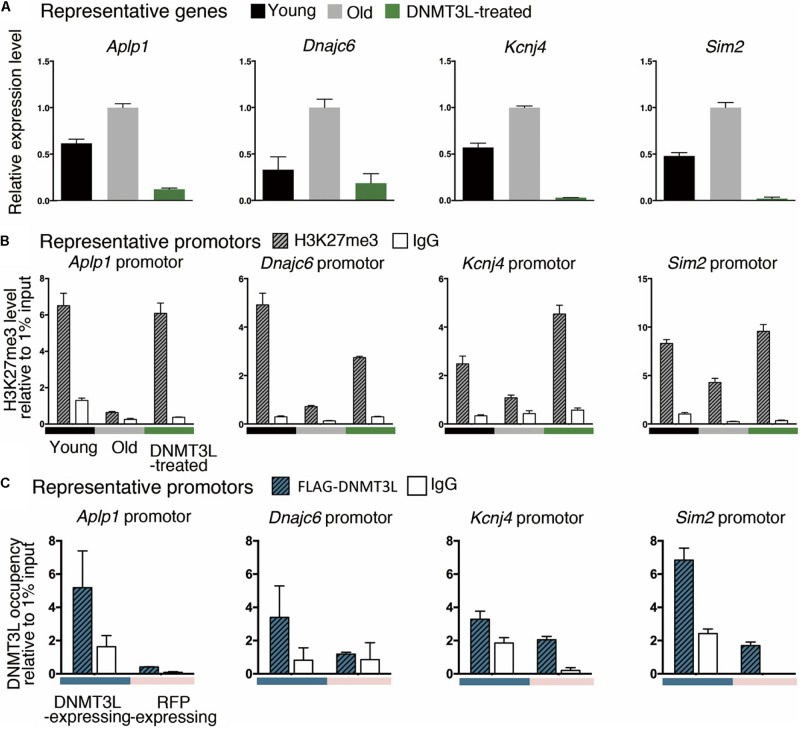
Ectopic DNMT3L pulse restored H3K27me3 on the promoter of PRC2-target genes derepressed in old MEFs. **(A)** An RT-qPCR analysis (±SEM) demonstrated the relative expression of representative genes. The gene expression levels were normalized by *Rplp0*, and three technical repeats were performed. The *y*-axis represents the expression fold-changes relative to the gene expression in old MEFs. Representative genes: *Aplp1, Dnmajc6, Kcnj4*, and *Sim2*. **(B)** Anti-H3K27me3 ChIP-qPCR was performed to demonstrate the enrichment of H3K27me3 on the promoter or exon1 of the represented genes. Negative control: mouse IgG. The RNA expression of representative genes was reciprocally correlated to the accumulation of H3K27me3 in the promoter. **(C)** The occupancy of DNMT3L on the promoter or exon 1 of the represented genes during DNMT3L expression was assessed by ChIP-qPCR with an anti-FLAG antibody. RFP-expressing MEFs served as DNMT3L-negative controls. Mouse IgG was used as the negative control for ChIP.

We then tested whether DNMT3L re-establishes H3K27me3 in the derepressed PRC2 targets through a ChIP-qPCR assay using an anti-FLAG antibody to assess the DNMT3L occupancy on chromatin (using the doxycycline-induced DNMT3L-expressing MEFs described in Supplementary Figure S8). The signal for DNMT3L binding was slightly enriched in the tested promoters or exon1 regions in the FLAG-DNMT3L-expressing MEFs compared with that in the RFP-expressing MEFs (used as a negative control; Figure 6C). Together with the potential ability of DNMT3L to interact with PRC2, these data suggested that DNMT3L might be involved in the accumulation of H3K27me3 on the regulatory regions in genes that show a loss of PRC2 repression in old MEFs (Figures 5, 6).

In conclusion, we discovered that the transient expression of DNMT3L in old MEFs induced long-term H3K9me3 enrichment on ERV sequences and might guide the PRC2 complex to a panel of aging-associated derepressed genes and thereby introduce H3K27me3. These repressive phenomena might represent a stronger surveillance of chromatin signatures and were associated with the halting of senescence progression (Figure 7).

**FIGURE 7:**
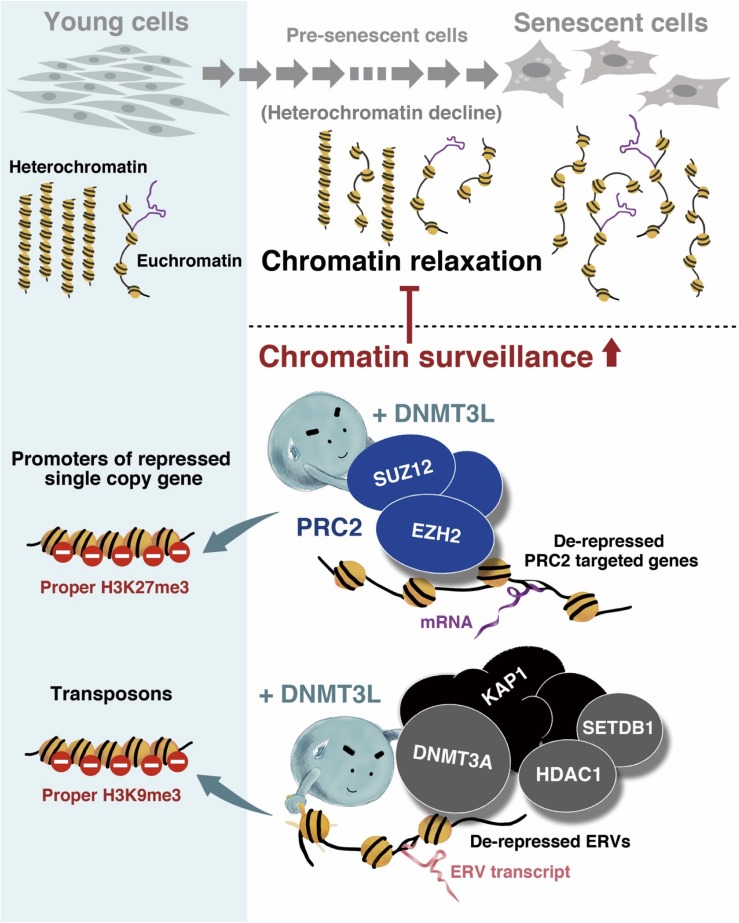
Graphical summary of the mechanism through which ectopic DNMT3L enhances chromatin surveillance and decelerates senescence progression. Global chromatin relaxation is a hallmark of aging cells. Compared with the chromatin structure in young cells, fewer heterochromatin compartments are found in aging cells approaching senescence, which consequently leads to the reactivation of transposable elements (TEs) or abnormal gene expression. The ectopic expression of DNA methyltransferase 3-like (DNMT3L) in aging MEFs enhances chromatin surveillance against heterochromatin loss during cellular aging. DNMT3L mediates repressive chromatin modulators to induce a higher amount of repressive H3K9me3 on endogenous retroviruses (ERVs) and re-establish H3K27me3 on polycomb repressive complex 2 (PRC2)-target genes that were derepressed in old MEFs. The DNMT3L pulse in aging MEFs can partially rescue chromatin relaxation and is sufficient to slow the progression of premature senescence.

## Discussion

Accompanying the global relaxation of epigenetic control, an aging cell leaning toward senescence undergoes changes in its nuclear architecture, shifts in its epigenetic modifier/modification patterns, and subsequent transcriptional alterations, including TE reactivation. In this study, we demonstrated that the transient expression of DNMT3L can halt senescence progression in aging cells. It is also sufficient to restore the global core histone protein and lamin B1, which are significantly reduced in old MEFs, and to tighten up the genomic regions that show a loss of proper repression machinery in presenescent cells.

A loss of histone core proteins during aging has been observed in various species (O’Sullivan et al., 2010; Pal and Tyler, 2016; Song and Johnson, 2018), and this loss resulted in a reduction of genomic stringency. The supply of additional histone H3 and H4 partially reverses the transcriptional defects in aging cells and extends the lifespan of budding yeast (Dang et al., 2009; Feser et al., 2010). In this study, we demonstrated that the transient expression of *Dnmt3l* in presenescent cells can restore nuclear structure-related components, including global histone H3 and lamin B1. The ectopic expression of human *Dnmt3l* also elevates the expression of H3 and lamin B1 in late-passage Hs68, which are primary human foreskin fibroblasts. Consistent with our findings in MEFs, restoration after *Dnmt3l* expression was only observed in the presenescent population and not in the early passages of human fibroblasts (data not shown). Lamin B1 depletion is a remarkable feature in senescent cells. The knockdown of lamin B1 epitomizes the chromatin landscape observed in replicative senescent cells, including the emergence of heterochromatin H3K27me3-diminished regions (Shah et al., 2013) and the redistribution of the constitutive heterochromatin marker H3K9me3 (Sadaie et al., 2013).

In addition to lamin B1 restoration, we found that DNMT3L partially fixed the aberrant H3K27me3 and H3K9me3 landscape and redressed the silencing modifications in the examined gene regions. In senescent cells, transcriptional downregulation of the PRC2 member EZH2 leads to a loss of H3K27me3 and the activation of PRC2-mediated genes (Bracken et al., 2007; Maertens et al., 2009). A recent finding showed that PRC redistribution could be caused by the recruitment of PRCs to sites of DNA damage (Ginjala et al., 2011). A more comprehensive investigation combining genomic organization and functional annotation data from multiple studies linked the abnormal PRC2 signature to poised promoter and heterochromatin depletion in aging-associated regions (Dozmorov, 2015). These data highlighted PRC2 as a key regulator of age-related processes and suggested that repairing the PRC2 signature might be a novel approach against aging. Consistent with this concept, we found an association between the halting of senescence progression and the regaining of H3K27me3 markers on derepressed PRC2 targets in presenescent MEFs after transient *Dnmt3l* expression. The upregulation of SUZ12 in DNMT3L-treated MEFs may contribute to the increased accumulation of H3K27me3 (Figures 4F,G). The correction of the PRC2 signature is therefore considered at least one of the critical factors for extending the cellular healthspan.

In proliferating cells, many tumor-suppressor genes or senescence effectors are silenced by PRC2 (e.g., p16 and the *CDKN2A* gene at the INK4A locus), and in senescent cells, the transcriptional downregulation of EZH2 leads to a loss of H3K27me3 and the activation of PRC2-mediated genes (Bracken et al., 2007; Maertens et al., 2009). Although we did not observe a significant decrease in PRC2 levels in our presenescent MEFs, we found a loss of H3K27me3 in certain PRC2 targets. The previously demonstrated DNA damage induced PRC redistribution (Ginjala et al., 2011), supports our speculation of PRC2 relocalization during aging. These findings indicated that PRC2-mediated silencing might be a critical inhibitor of senescence. Additionally, the PRC2 members EZH2 and EED are known to interact with histone deacetylases (HDAC) 1 and 2 (van der Vlag and Otte, 1999; Caretti et al., 2004; Tonini et al., 2004), which suggests that based on the cellular context, transcriptional repression by the PRC2 complex might be mediated through HDACs. This result is consistent with our observation of the nuclear relocalization of HDAC1 after DNMT3L treatment (Kao et al., 2014). The cytoplasmic mislocalization of the nuclear protein HDAC1 has been described as a characteristic of cellular aging that is also linked to heterochromatin loss during aging (Willis-Martinez et al., 2010).

In addition to the DNMT3L-PRC2 activity observed in the present study, we previously found that ectopic DNMT3L expression in MEFs also triggers the formation of the DNMT3L-DNMT3A-KAP1-HDAC1-SETDB1 complex, which is linked to H3K9me3 repressive modifications at least on Class I and Class II ERVs (Kao et al., 2014), two well-known TE families. A specific point mutation of DNMT3L that breaks the DNMT3L-H3 tail or DNMT3L- DNMT3A interaction abolishes the formation of this complex (Kao et al., 2014). The interaction between DNMT3L and DNMT3A has been well demonstrated in germ cell development and stem cell differentiation. Without DNA methyltransferase activity, DNMT3L modulates chromatin by interpreting histone modifications and facilitating DNMT3A and DNMT3B for *de novo* DNA methylation (Ooi et al., 2007). The loss of DNA methylation in *Dnmt3l*-knockout (KO) male mouse germ cells leads to histone hyperacetylation and H3K9 demethylation, which consequently results in a loss of heterochromatin at the specific developmental stage of germ cells (Webster et al., 2005). 

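Kap1 is listed on the array as Trim28 (chromosome 7). Its normalized log2 values were 11.30 ± 0.12 (SD, n = 2) in young, 10.55 ± 0.14 in old and 11.22 ± 0.02 in DNMT3L-treated MEFs. Its log2 change was -0.76 with passage (SE 0.18, adjusted p = 0.097) and 0.67 after treatment (adjusted p = 0.025), and the latter call was lost without old replicate 1 (0.57, adjusted p = 0.13). Hdac1 changed by -0.56 with passage (adjusted p = 0.2) and by 0.54 after treatment (adjusted p = 0.071). For Setdb1 the changes were -0.59 (adjusted p = 0.29) and 0.61 (adjusted p = 0.12, or 0.049 without old replicate 2 and 0.046 without DNMT3L-treated replicate 1). When adjusted over the list alone, Trim28 and Hdac1 were called with passage and all 3 genes after treatment. None of the 3 genes was called between young and DNMT3L-treated MEFs in limma at an adjusted or an unadjusted p under 0.05. Both probes of Dnmt3a were undetected on all 8 arrays, with signals of 44 in young, 40.3 in old and 41.2 in DNMT3L-treated MEFs for the brighter one.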

According to microarray data from young, old and DNMT3L-treated MEFS, the transcription levels of *Kap1*, *Hdac1*, and *Setdb1* were lower in old MEFs and elevated in DNMT3L-treated MEFs, whereas *Dnmt3a* was expressed at similar low levels in all the samples (Supplementary Figure S9). The KAP1, HDAC1 and SETDB1 proteins in the ectopic DNMT3L-mediated repressive complex were all correlated with heterochromatin maintenance. KAP1 coordinates the assembly of a macromolecular complex containing chromatin-remodeling proteins (Sripathy et al., 2006; Iyengar and Farnham, 2011) and mediates heterochromatin-packaging repression on LINE1 (a well-known TE family). The KAP1-mediated repression of TEs fails with stress and age (van Meter et al., 2014). HDAC proteins govern heterochromatin at every cell phase (Murakami, 2013), and SETDB1 is a KAP1-associated H3K9-specific tri-methyltransferase (Schultz et al., 2002). The DNMT3L-mediated recruitment of DNMT3A-KAP1-HDAC1-SETDB1 and the elevated H3K9me3 markers on ERVs suggested the enforcement potential of heterochromatin maintenance on TEs in old MEFs (Figure 7).

The loss of heterochromatin that accompanies aging leads to a relaxed chromatin state, which potentially increases the risk of TE transposition and thereby jeopardizes the genomic stability (Pal and Tyler, 2016). In a young healthy individual, transposition rarely occurs in somatic cells. However, TE reactivation is frequently found in aging or cancer cells due to global epigenetic drift (de Cecco et al., 2013a, b, 2019; van Meter et al., 2014; Kaczkowski et al., 2016). Active TEs can affect gene expression by disrupting the promoter, enhancer, or gene body with new insertions or by introducing novel regulatory sequences (Inouye et al., 1984; Saigo, 1984; Saigo et al., 1984). Even without transposition, aberrant TE activation leads to transcriptome deregulation through the activation of neighboring genes via their strong promoters or the attraction of repressive chromatin modifiers and the spreading of repressive signatures across neighboring genomic regions. Therefore, enhancement of the heterochromatic silencing of repeat elements could be key to maintaining the healthspan. The gain-of-function effect of ectopic DNMT3L on TE repression observed in our current study was consistent with our previous DNMT3L loss-of-function study using *Dnmt3l-*KO embryo-derived MEFs (Liao et al., 2015). MEFs derived from *Dnmt3l-*KO embryos have an accelerated premature senescence phenotype, which is associated with a global reduction in repressive H3K9me3 and H3K27me3 markers (Liao et al., 2015). We further developed bioinformatic pipelines to quantify the representation of each TE subfamily from our published strand-specific RNA-seq datasets of *Dnmt3l−/−* and *Dnmt3l+/+* littermate-derived MEFs (Liao et al., 2015). We found that more than 90% of the differentially expressed TE subfamilies were upregulated in *Dnmt3l-*KO MEFs (Supplementary Table S1). These findings described above suggest that a long-term effect of DNMT3L-expressing progenitor cells can still impact a cell type with no detectable DNMT3L.

Not surprisingly, the expression of most of the tested genes increased after DNMT3L treatment, and the genes with enriched expression in young cells were found to be more involved in pathways related to proliferation. The pathway enriched with DNMT3L-affected genes that are derepressed during aging is less cataloged, and the stochastic errors that sporadically occur during cellular aging might be one explanation for this finding. Intriguingly, the transcription factors predicted from the set of genes that were downregulated after DNMT3L treatment and derepressed in old cells are involved in the pluripotency network. In stem cells, the pluripotent-associated proteins regulate autophagy (Sotthibundhu et al., 2018), and whether a similar regulation tends to self-rescue cells at the initiation of presenescence remains unclear. In addition to the pluripotency factor-target genes, TRP53-target genes were mostly upregulated in presenescent cells, expressed at lower levels in the young population and downregulated after DNMT3L treatment. 

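A list of 32 p53 target genes, 30 of them tested, rose in old MEFs with a median log2 change of 0.36, with 25 genes higher (adjusted p = 2.8e-04 from camera, 0.082 from fry). None of these genes was called singly between young and old MEFs in limma over all probes, and 3 were called when adjusted over the list alone. After DNMT3L treatment the median change from old MEFs was -1.13 (adjusted p = 7.1e-08 from camera, 9.6e-04 from fry), with 26 genes lower. Of the 30 genes, 19 were called lower and Sesn1 and Pltp, named after their values were seen, were called higher, next to 23 genes called when adjusted over the list alone. The list was also lower in DNMT3L-treated than in young MEFs, with a median of -1.03 (adjusted p = 8.6e-05 from camera, 0.0042 from fry) and 24 genes lower. From camera with a correlation between genes estimated from the arrays, the adjusted p of that difference was 0.55. With the opposite labels for the 2 arrays in conflict, the adjusted p of the rise in old MEFs was 0.43.

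**Figure D3:**
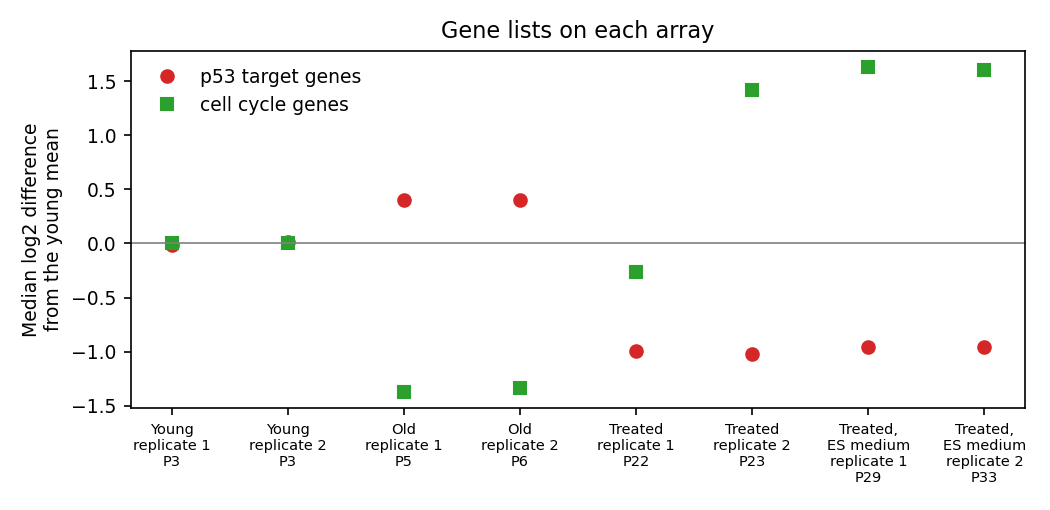
Median log2 value of the tested p53 target genes and cell cycle genes on each array, relative to the mean of the young arrays. The p53 target genes lie at 0.40 on both old arrays and at -0.99 and -1.02 on the DNMT3L-treated arrays, and the cell cycle genes lie at -0.26 and 1.42 on the latter.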

TRP53 is best known as a tumor suppressor (Sotthibundhu et al., 2018) because it can either activate or repress genes. Intriguingly, we found that the expression of *Trp53* was sustained in DNMT3L-treated MEFs (Supplementary Figure S7), which indicated that the restored proliferation ability of DNMT3L-treated MEFs was unlikely due to the “silencing of Trp53” that is frequently found in cancers.

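Between young and DNMT3L-treated MEFs, Trp53 changed by -0.18 on the log2 scale (SE 0.26, adjusted p = 0.65 from limma), with the 2 DNMT3L-treated arrays at 9.77 and 10.43 on either side of the young ones at 10.25 and 10.32. A difference of 1 log2 unit between groups of this size was often missed in simulated arrays in which 200 probes changed. Between young and DNMT3L-treated MEFs 3720 probes were called in limma, which makes the adjusted threshold less strict. The simulations thus do not give the share missed in this comparison.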

Although DNMT3L-treated MEFs exhibit a restored proliferative ability, the morphology of the DNMT3L-treated MEFs and the spindle-shaped young MEFs were not identical (Figure 1A). To provide clues regarding the cell identity of DNMT3L-treated MEFs, we performed a principal component analysis (PCA) to compare approximately 1000 gene expression profiles of other mouse cell lineages, including the immortalized MEF-base cell line 3T3, primary cultured somatic cells, stem cells, and other cancer cells described in a database (data not shown). The results showed that the transcriptomes of DNMT3L-treated MEFs were most similar to those of young MEFs. To further examine whether the DNMT3L-treated MEFs have fibrosis potential, we examined the expression levels of several representative fibrosis markers (Shih et al., 2018) from our microarray data (Supplementary Figure S10) and found no difference among young, old MEF and DNMT3L-treated MEFs in terms of their fibrogenic potential. 

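Of the 7 fibrosis-related genes, none was called between young and old MEFs in limma, over all probes, when adjusted over the list alone or at an unadjusted p under 0.05. Between old and DNMT3L-treated MEFs Eln, Ctgf and Col3a1 were called, and Acta2 as well when adjusted over the list alone. Eln, detected on 1 of 2 old arrays, rose from a signal of 73.3 ± 10.1 (SD, n = 2) in old MEFs to 586 ± 70.2 after treatment, a log2 change of 3.78 (SE 0.39, adjusted p = 3.2e-04). Col3a1 (brighter of its probes) rose from 858.2 ± 26.2 to 1972 ± 392, by 1.22 (adjusted p = 0.0041), and Ctgf fell from 22120 ± 631 to 6923 ± 1890, by 1.71 (adjusted p = 0.0012). The same genes differed from young MEFs, with 2.99 for Eln (adjusted p = 0.0011), 1.67 for Col3a1 (adjusted p = 0.001) and -1.55 for Ctgf (adjusted p = 0.0021). In embryonic stem cell medium Eln was undetected on both arrays, and Col3a1 was not called against old MEFs in limma (0.34, adjusted p = 0.24). Ctgf was lower there as well (-2.98, adjusted p = 5.3e-05). Acta2 was 16060 ± 1020 in young, 13770 ± 2040 in old and 5669 ± 4930 in DNMT3L-treated MEFs, with a change of -1.63 from old (adjusted p = 0.052, or 8.2e-05 without DNMT3L-treated replicate 2) and of -1.85 from young MEFs (adjusted p = 0.036). Its 2 other probes were not called, with -1.33 (adjusted p = 0.25) and -1.35 (adjusted p = 0.22) from old MEFs and -1.95 (adjusted p = 0.11) and -2.0 (adjusted p = 0.091) from young MEFs. Changes of Col1a1 (0.46, adjusted p = 0.22) and Postn (-0.10, adjusted p = 0.85) after treatment did not exceed the spread between arrays. Txndc5 changed by 0.40 (SE 0.19, adjusted p = 0.15) and was not called, although its old and DNMT3L-treated arrays did not overlap.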

The results indicated that the DNNMT3L pulse might have some effects on the transcriptional activity of certain extracellular matrix genes (*Col3a1* and *Ctgf*) without affecting markers for fibroblast activity (*Txndc5*, *Acta2*, and *Postn*). Our data showed that most of the fibrogenic protein genes were distinctly regulated in DNMT3L-treated MEFs. This suggested a limited role of DNMT3L in the process of tissue fibrosis. In addition, our transcriptomic data did not link the ectopic expression of *Dnmt3l* to cancer-related outcomes. The tumor formation assay in nude mice gave negative results, disproving a tumorigenic function for *Dnmt3l* in DNMT3L-treated MEFs (data not shown). The relationship between DNA methyltransferases (DNMTs) and tumorigenesis has been widely discussed (Zhang and Xu, 2017). Unlike DNMT1, DNMT3A and DNMT3B, no direct evidence has shown that DNMT3L contributes to carcinogenesis thus far. The current data are unlikely to link DNMT3L-treated MEFs to carcinogenesis, but we are not excluding the possibility that DNMT3L might lead to further unexpected cell fate changes beyond a repair of the chromatin state. Hopefully, our work could pave the way for the identification of more precise targets based on the DNMT3L-affected aging-associated network or downstream pathways associated with the resistance to senescence and prolongation of the cellular healthspan.

DNMT3L expression is rarely observed outside of germ cells and embryonic stem cell lineages. In MEFs from passage 1 to passage 8, DNMT3L expression, if any, was under the detection sensitivity for RNA-seq, RT-qPCR and Western, immunocytochemistry (Kao et al., 2014; Figure 5; unpublished observations). However, transient ectopic DNM3L expression induced long term effect observed in this study still provides potential physiological and pathological significance. For example, mouse DNMT3L has been demonstrated to be expressed in hematopoietic stem cells (Liu et al., 2013), and potentially have influence on the differentiated blood cell lineages (unpublished observation). In contrast, the Down syndrome associated overexpression of DNMT3L in neural progenitor cells of frontal cortex could underlie one mechanistic cause of the consequential neural disorder (Lu et al., 2016). It is also possible that aberrant transient DNMT3L expression may lead to detrimental effect for cells that need to be cleared out.

In summary, we discovered that transient DNMT3L expression halted senescence in aging/presenescent MEFs via enforcing global and regional chromatin surveillance. DNMT3L treatment of old MEFs restored their nuclear structure to a state closer to that of young cells by upregulating the nuclear envelope protein LaminB1 and histone H3. In addition, DNMT3L recruited the repressive epigenomic modifying complex DNMT3L-DNMT3A-KAP1-SETDB1-HDAC1 and increased H3K9me3 modifications in some ERVs and retrotransposons. DNMT3L also interacted with the PRC2 complex, resulting in increased H3K9me3 modification on a significant proportion of aging-associated derepressed single-copy genes (Figure 7). While current anti-aging research and applications place greater emphasis on eliminating senescent cells, we propose the possibility of minimizing the aging-associated relaxation of chromatin surveillance to prolong cellular health span.

## Experimental Procedures

### Animal Care and Cell Culture

The care of mice and the experimental procedures involving animals were approved by the Institutional Animal Care and Use Committee (IACUC) of National Taiwan University (approval number NTU-104-EL-00031 and NTU-105-EL-00123). Murine embryonic fibroblasts (MEFs) were derived from 13.5- to 14-day prenatal wild−type C57BL/6 mouse embryos and cultured with 5% CO_2_ and ambient oxygen (20%) in Dulbecco’s modified Eagle’s medium (DMEM) (Gibco, CA, United States) supplemented with 10% FBS, 100 U/ml penicillin and 100 μg/ml streptomycin.

### Transient Ectopic DNMT3L Expression

Mouse DNMT3L or control eGFP was cloned into a constitutive pCAG vector with neomycin resistance. Plasmid DNA was purified and transfected into MEFs using Lipofectamine 2000 (Thermo Fisher, CA, United States) according to the manufacturer’s instructions.

### Immunocytochemistry (ICC)

The cells were seeded onto poly-L-lysine slides (Thermo Scientific) and cultured overnight. After fixing in 4% PFA for 10 min at room temperature, the cells were washed twice with DPBS, treated with 0.5% Triton X-100 in PBS and blocked in 10% goat serum with 1–2% bovine serum albumin (BSA). After incubation with the primary anti-Ki67 antibody (ab16667), the sections and tubules were incubated with secondary antibodies (1:500 dilution, 715-485-150 DyLight 488 and 211-505-109 DyLight 549, Jackson ImmunoResearch), counterstained with Hoechst 33342 (Sigma) and mounted with mounting medium (Cat. P36934, Invitrogen).

### Western Blotting (WB)

Cells were homogenized and lysed with RIPA Buffer (Abcam) containing 1 mM phenylmethylsulfonyl fluoride (Sigma) and Protease Inhibitor Cocktail (Sigma) and centrifuged for 10 min at 16,000 × *g* at 4°C. The protein concentrations of the lysates from total cortical gray matter homogenates were determined by the bicinchoninic acid assay method (Pierce, Rockford, IL, United States). Lysates from equal amounts of cells were separated by sodium dodecyl sulfate–polyacrylamide gel electrophoresis (SDS−PAGE) and transferred to PVDF membranes (Millipore). The membranes were blocked with 5% BSA (Sigma) or 5% milk dissolved in PBST (PBS containing 0.1% Tween-20, Millipore) at room temperature for 2 h. The incubations with the primary antibodies at an appropriate dilution were performed at 4°C overnight with gentle shaking. The membranes were incubated with a horseradish peroxidase-conjugated secondary antibody (1:5000 dilution). The proteins were detected using a chemiluminescent reagent (Millipore) and a BioSpectrum Imaging System (UVP). The protein quantities were quantified by analyzing the images using ImageJ software^1^. The antibodies used for WB were anti−lamin B1 (ab16048), anti−α-tubulin (ab7291), anti−H3 (ab1791), anti-H3K9me3 (ab8898), anti-DNMT3L (E1Y7Q, Cell Signaling #13451), anti-GAPDH (ab181602), anti-SUZ12 (D39F6, Cell Signaling #37373) and anti-EZH2 (AC22, Merck Millipore #17-662) antibodies.

### Chromatin Immunoprecipitation (ChIP)

ChIP assays were performed using a LowCell# ChIP kit (Cat. Diagenode). Briefly, 1 × 10^6^ freshly collected cells were cross-linked using 1% formaldehyde for 8 min at room temperature, and the cross-linking was arrested with glycine. After centrifugation, the cells were resuspended in lysis buffer supplemented with a protease inhibitor cocktail (Cat. Diagenode) and 20 mM NaBu. The cross-linked chromatin was sheared to lengths of approximately 500 bp by ultrasound (Cat. Diagenode). The sheared chromatin samples were divided into 10 fractions, and each fraction incubated with 4 μg of anti-H3K4me3 (ab8895, Abcam), anti-H3K27me3 (07-449, Millipore) anti-FLAG (Cat. Sigma) or control IgGs (Cat. Diagenode) overnight at 4°C with rotation. The immunoprecipitated DNA was isolated using DNA isolation buffer (Diagenode), and specific genes in the purified DNA were amplified by qPCR and analyzed.

### Viral−Mediated Gene Transfer

FLAG-tagged *Dnmt3l* was flanked into the all-in-one inducible lentiviral backbone pAS4.1w.Ppuro-aOn vector using the *Nhe*I and *Eco*RV restriction enzyme cutting sites downstream of the TetOn operator. This constructed, inducible *Dnmt3l*-bearing plasmid and a pAS4.1w.Ppuro-aOn-RFP (control) plasmid were transfected, respectively, into 293T cells with TransIT-2020 transfection reagent (Mirus Bio) for the packaging of pseudotype lentivirus. The DOX-inducible lentiviruses produced were used for the infection of young MEFs. Young P2-P3 MEFs were seeded in 24-well plates at 70% confluence 1 day prior to infection. The MEFs were infected by viral suspension with fresh media containing 8 μg/ml polybrene. Puromycin selection was initiated at 5 μg/ml after 24 h of viral infection. After the non-viral infected MEFs were clearly killed, the selected infected MEFs were continuously cultured in selection medium with 2 μg/ml puromycin. When the number of Ki67-positive cells decreased to 20–30%, ectopic gene expression in the infected old MEFs was induced by treatment with 0.5 μg/ml doxycycline for 48 h, and the cells were then subjected to the following experiments. Additional details are supplied in the Supporting Information.

### Immunoprecipitation (IP)

The cells were lysed in NP40 buffer (Invitrogen) supplemented with 1x protease inhibitor cocktail (R1321, Fermentas) and 1 mM phenylmethylsulfonyl fluoride (PMSF). Immunoprecipitation was performed using a Dynabeads kit (Invitrogen) following the manufacturer’s recommended protocol. For IP, 50 μg of total protein from DNMT3L/RFP-expressing cells was used for each experiment. The antibodies used for IP were anti−FLAG (M2, Sigma #F3165) and anti−SUZ12 (D39F6, Cell Signaling #3737) antibodies.

### Total RNA Extraction and RT-qPCR

The cells were trypsinized from the culture dish and neutralized using an equal volume of culture medium containing 10% FBS. After two washes with DPBS, 500 g of the cells were pelleted in a 1.5-mL microcentrifuge tube and then centrifuged for 5 min at RT. Five hundred microliters of TRIzol^®^ reagent (Cat. 15596018, Invitrogen, Carlsbad, CA, United States) was added to 2 × 10^6^ cells, and the cells were then lysed by pipetting several times in the presence of TRIzol^®^ reagent and homogenized by 1 min of vortexing. RNA purification was accomplished using the RNeasy mini kit (Cat. 74104, QIAGEN, United States), and the RNA was then treated with RNase-Free DNase I Set (Cat. 79254, QIAGEN, United States) while bound to the RNeasy membrane and subjected to “On-Column DNase Digestion” for 30 min at room temperature. The DNA-free RNA was eluted in RNase-free water. For assessment of the total RNA quantity and quality, 1 μl of sample was loaded on a NanoDrop spectrophotometer (NP-1000, NanoDrop, Wilmington, DE, United States) and then subjected to 1% agarose gel electrophoresis or analysis with a bioanalyzer. The RNA was stored at −80°C, and the reverse transcription and quantitative polymerase chain reactions (RT-qPCRs) were performed using a SuperScript First-Strand Synthesis System (Invitrogen) and Roche LightCycler 480II instrument, respectively. The annealing temperature used for all the primers was 60°C (primers are listed in Supplementary Table S2).

### Statistics

The data are presented as the means ± standard errors of the mean (*SEMs*). The data analyses were performed using unpaired *t-*test or one−way analysis of variance (ANOVA) followed by *post hoc* Tukey’s test as appropriate. *p* < 0.05 was considered statistically significant.

## Data Availability Statement

All sequencing data are deposited at the GEO repository under the accession number GSE135258.

## Ethics Statement

The animal study was reviewed and approved by the National Taiwan University IACUC.

## Author Contributions

S-PL, YY, and H-FL conceived and planned the experiments. T-HK discovered the DNMT3L-mediated senescence-moderating phenomenon. YY, T-HK, H-FL, C-YY, J-YC, Y-TT, and H-TH performed the experiments. TH and C-CH performed the bioinformatic analysis. TH discovered the DNMT3L-mediated re-repression of PRC2-target genes in aging cells after DNMT3L treatment. MP and AM provided expertise and resources for transcriptome analysis of *Dnmt3l* KO MEFs. K-CY, Y-RC, and M-HT provided expertise, experimental support and critical comments on fibrosis, proteomic analysis and microarray analysis, respectively. All authors were involved in periodic discussion and critical feedback that helped to shape the research direction. S-PL provided overall funding and full-time supervision. YY and S-PL wrote the manuscript and incorporated comments from co-authors. YY created all the artwork (including graphic summary) in this manuscript.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Abbreviations

ANOVA: analysis of variance
BSA: bovine serum albumin
ChEA: ChIP Enrichment Analysis
ChIP: chromatin immunoprecipitation
co-IP: coimmunoprecipitation
DEGs: differentially expressed genes
DMEM: Dulbecco’s modified Eagle’s medium
DNMTs: DNA methyltransferases
DNMT3L: DNA methyltransferase 3-like
DOX: doxycycline
ERVs: endogenous retroviruses
HDAC: histone deacetylases
IP: Immunoprecipitation
KO: knockout
MEFs: mouse embryonic fibroblasts
PCA: principal component analysis
PMSF: phenylmethylsulfonyl fluoride
PRC2: polycomb repressive complex 2
RFP: red fluorescent protein
RT-qPCRs: reverse transcription and quantitative polymerase chain reactions
SASP: senescence-associated secretory phenotype
SDS-PAGE: sodium dodecyl sulfate–polyacrylamide gel electrophoresis
SEMs: standard errors of the mean
TE: transposable element
WB: Western blot.

# Supplementary material for: Transient DNMT3L Expression Reinforces Chromatin Surveillance to Halt Senescence Progression in Mouse Embryonic Fibroblast
**Source:** Front Cell Dev Biol. 2020 Mar 4;8:103. doi: 10.3389/fcell.2020.00103
**Supplement:** Supplementary file 1

## FIGURE S1

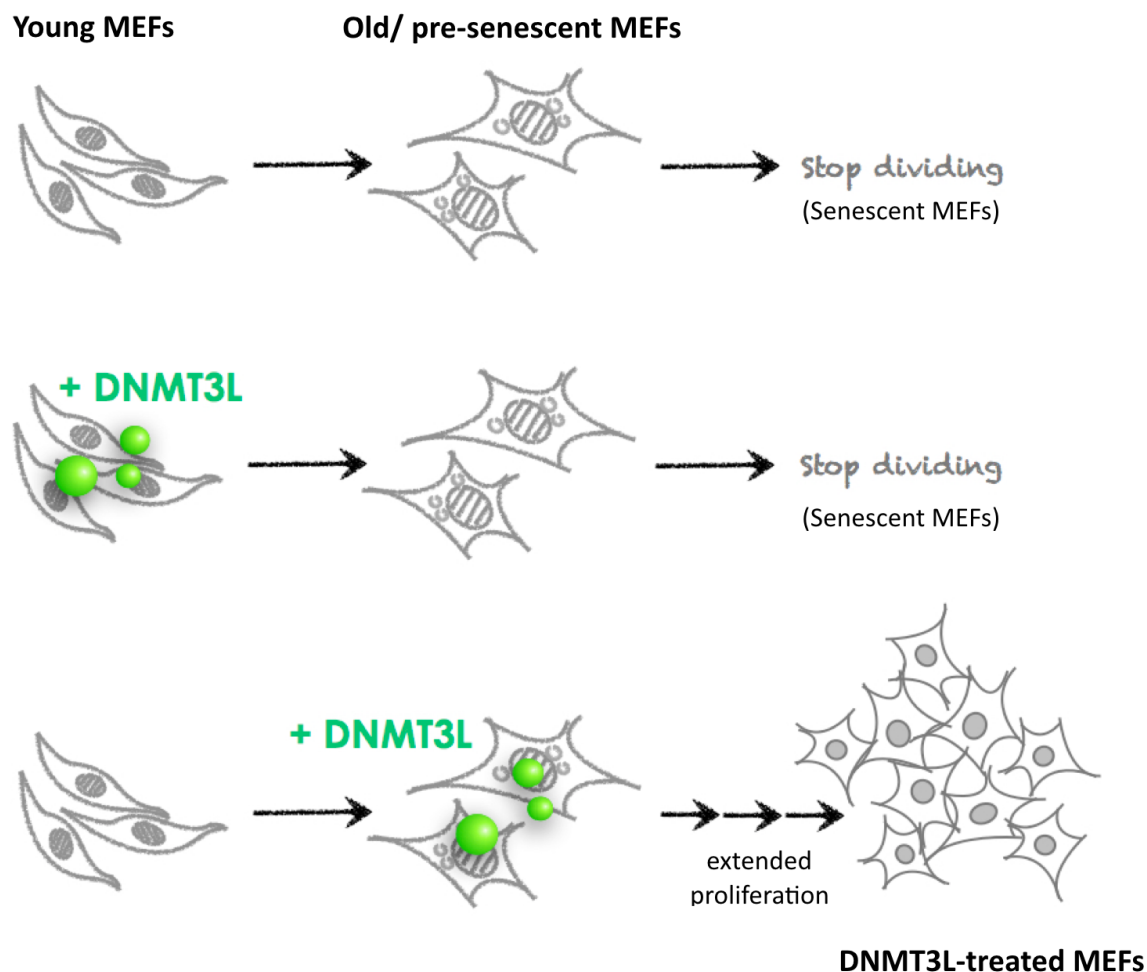

**Fig. S1.** Illustration of the effective timing of ectopic Dnmt3l expression for extending cell proliferation. The expression of Dnmt3l only in “sufficiently old MEFs” could halt premature senescence. The ectopic expression of Dnmt3l in MEFs was performed in MEFs at different passages. We determined the effective expression timing of DNMT3L based on whether the transient DNMT3L treatment of cells at a specific passage could prolong the cell-doubling period compared with parallel controls. To minimize the bias of defining the “passage numbers” from independent biological replicates during cell culture, we standardized the ectopic expression window of Dnmt3l among different batches of experiments using the Ki67 index (Ki67-positive staining indicates actively dividing cells). With prolonged passaging, the percentage of Ki67-positive cells gradually decreased. We found that transfection at passages 5 to 8 (corresponding to 20-30% Ki67-positive MEFs in the population) represented the optimal timing of Dnmt3l expression for extending the proliferation activity of MEFs (to observe a halt in senescence progression).

Supporting Information

FIGURE S2a

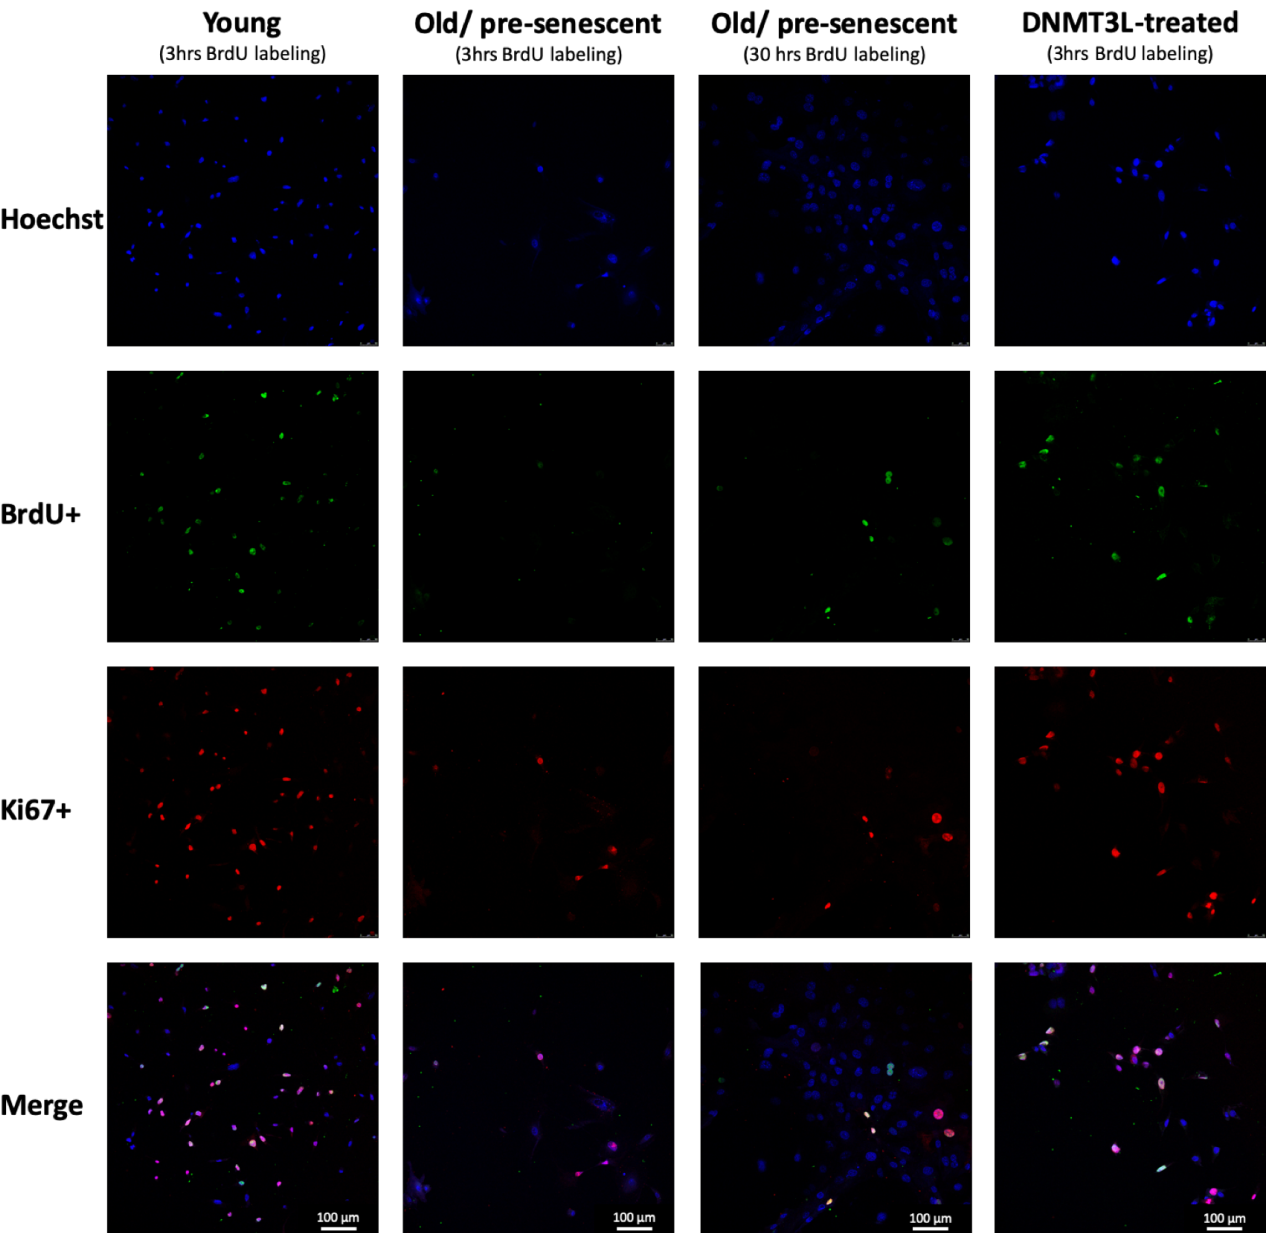

FIGURE S2b

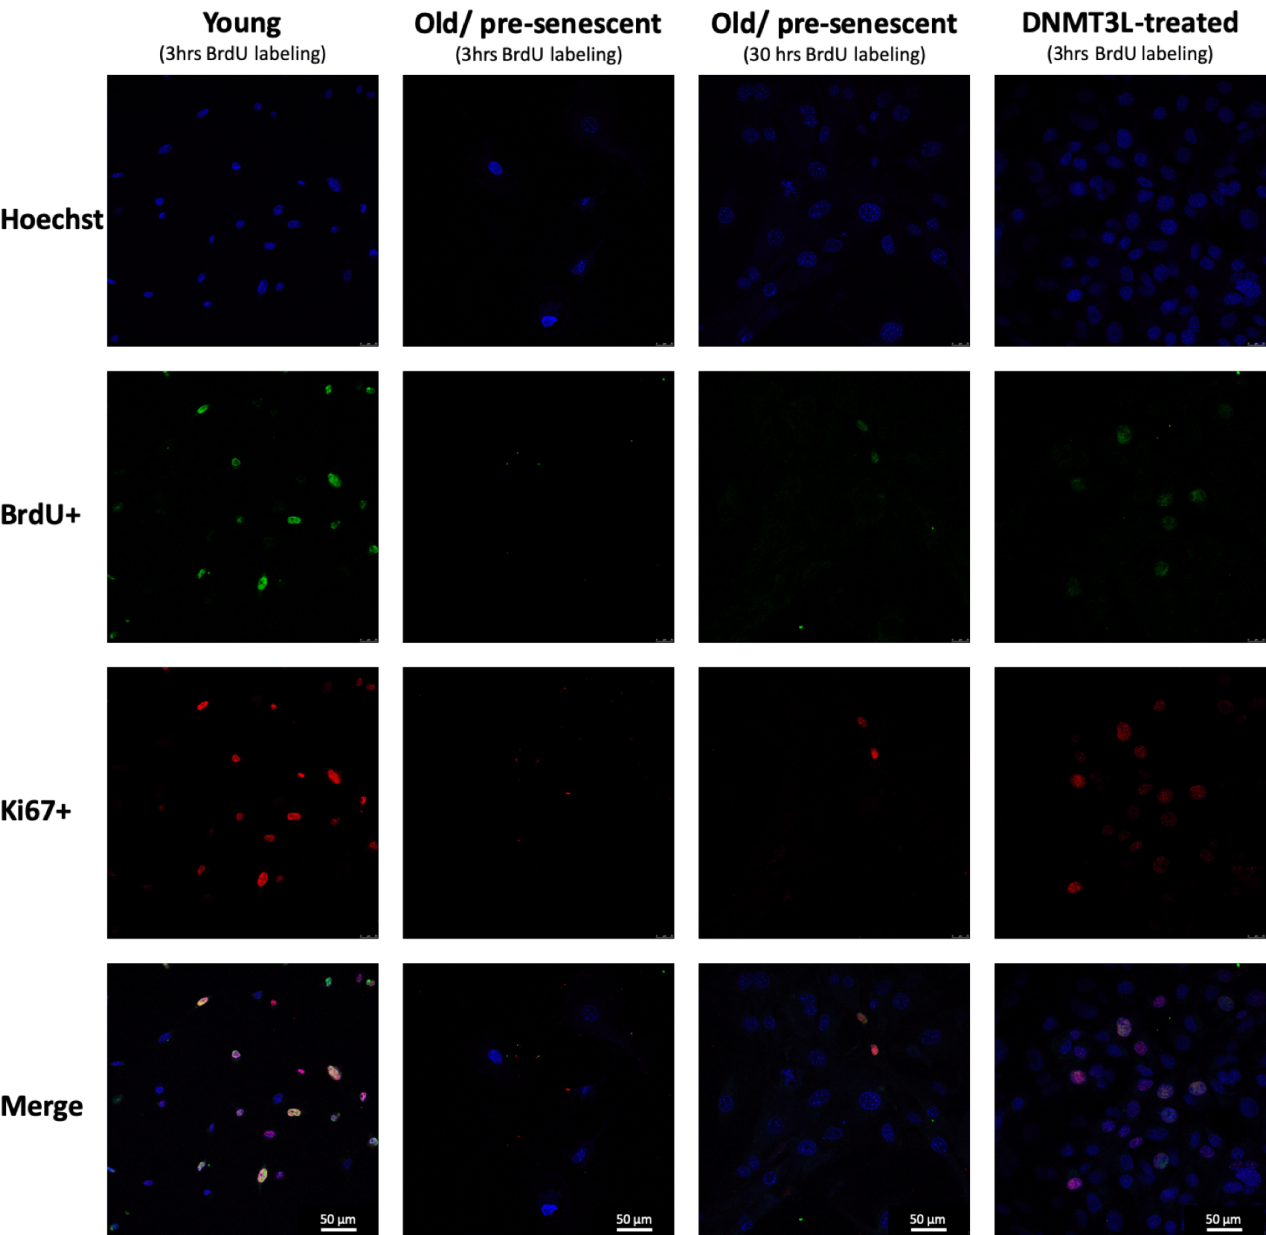

FIGURE

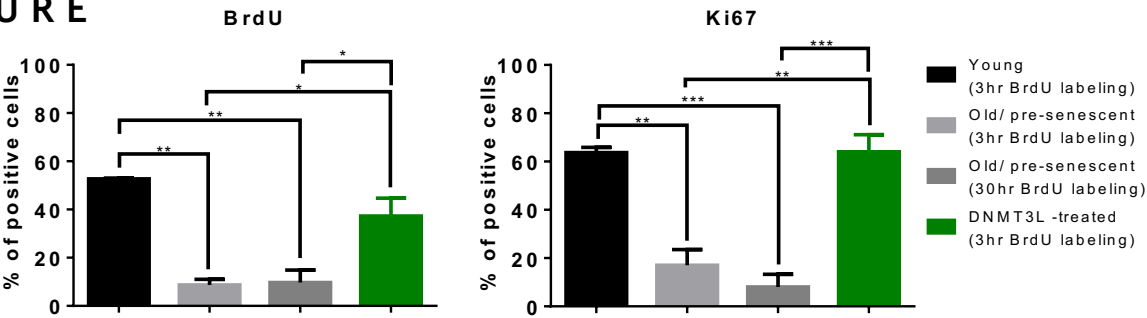

(One-way ANOVA with Tukey's comparison test,  $p \leq 0.05^*$ ;  $\leq 0.01^{**}$ ;  $\leq 0.001^{***}$  and  $\leq 0.0001^{****}$ )

## Supporting Information

**Fig. S2. a-b** Cells seeded on coverslips were pulse labeled with 25  $\mu$ M BrdU under normal culture condition for 3 hr or long-term treated for 30 hr as indicated. The treated cells were fixed in 4% PFA for 20 min, followed by hydrolysis with 2N HCl for 30 min at room temperature to denature cellular DNA, wherein incorporated BrdU can be exposed for detection. After permeabilization by 0.5% Triton-X 100 for 5 min at room temperature, the cells were simultaneously incubated with the primary antibodies anti-BrdU (ab136650; mouse) and anti-Ki-67 (ab16667; rabbit) (both from Abcam, Cambridge, UK); and then the secondary antibodies against mouse and rabbit IgG, conjugated with CF 488A and CF 594, respectively (both from Biotium, Hayward, USA), and counterstained with Hoechst 33342 (Sigma, St. Louis, USA) for DNA. **a-b** Double staining of Ki-67 and BrdU in young, old/pre-senescent and DNMT3L-treated cells. (scale bar indicated)

**Fig. S2. c** Analysis with the double staining micrographs of BrdU treated cells were done for the frequency of BrdU or Ki-67 positive cells from at least three separate fields. One-way ANOVA with Tuckey's comparison test was used to determine the specific difference in the phenotype of the groups. ( $p < 0.05^*$ ;  $p < 0.01^{**}$ ;  $p < 0.001^{***}$ )

FIGURE S3

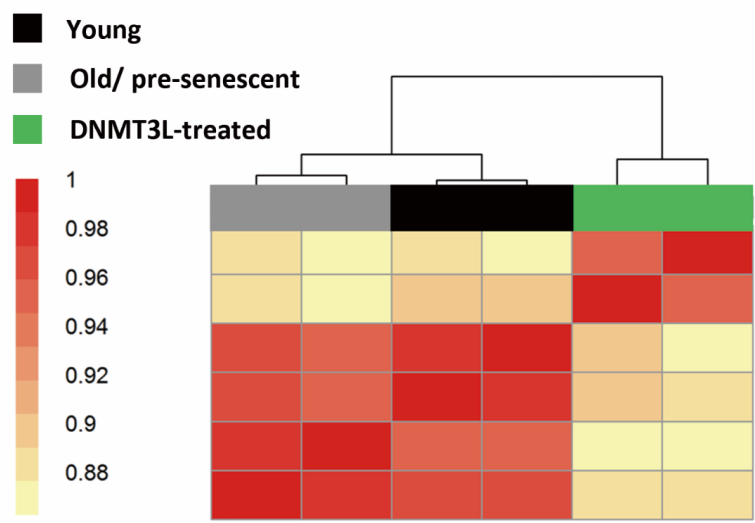

**Fig. S3.** Pairwise Spearman correlation matrix of annotated gene expression patterns of young, old/presenescent and DNMT3L-treated MEFs determined by a microarray assay.

FIGURE S4

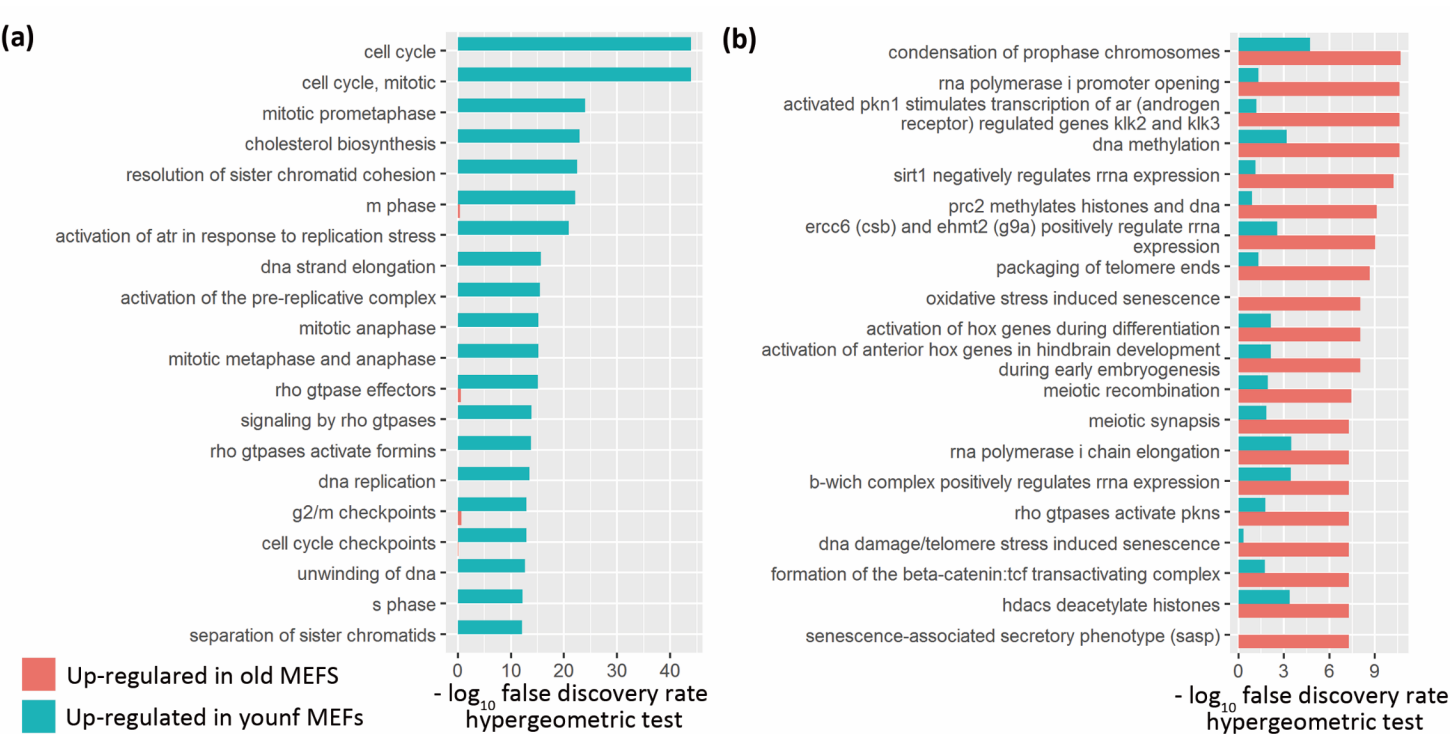

**Fig. S4.** (a) Gene ontology (GO) analysis of genes upregulated in young MEFs. (b) GO analysis of genes upregulated in old MEFs. The significance of the enriched GO term was indicated by the -log<sub>10</sub> false discovery rate of the hypergeometric test.

FIGURE S5

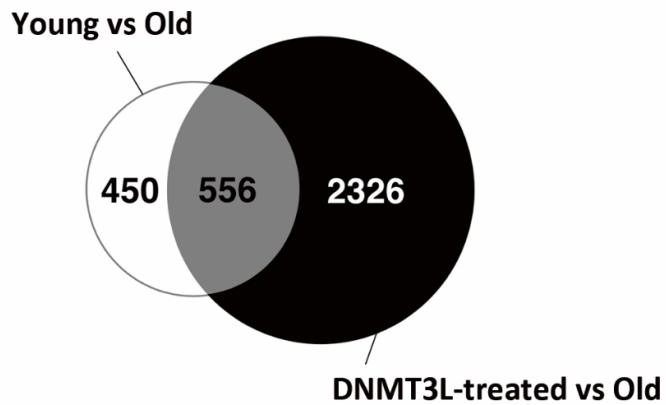

The hypergeometric p-value of this overlap  $< 2 \times 10^{-16}$

**Fig. S5.** Differentially expressed genes (DEGs) between young and old MEFs and their intersection with DEGs before and after the DNMT3L pulse. The hypergeometric p-value of this overlap was less than  $2 \times 10^{-16}$ .

FIGURE S6

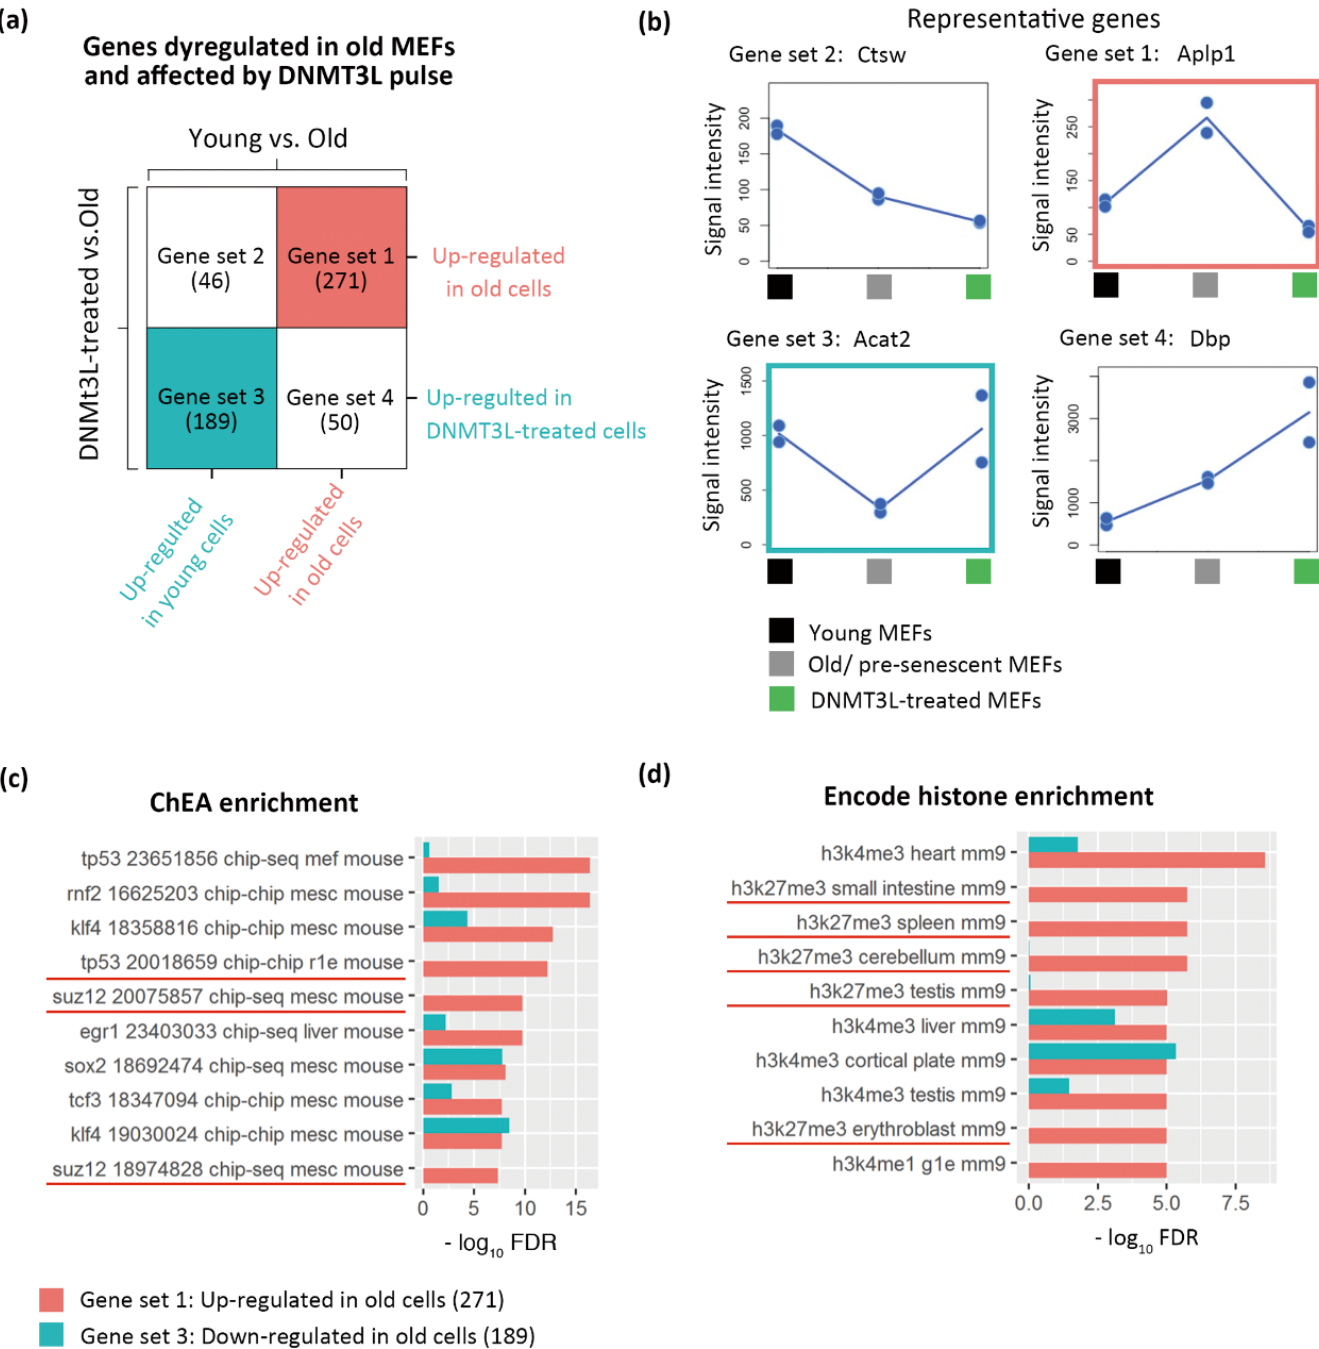

**Fig. S6.** (a) We classified 556 of the genes that were differentially expressed between young and old MEFs and altered after the DNMT3L pulse (the intersection shown in Fig. S3) into four gene sets based on genes that were up- or downregulated in each comparison (“young vs old MEFs” and “DNMT3L-treated vs old MEFs”). The genes were classified as follows based on their expression in young, old, and DNMT3L-treated MEFs: the genes in gene set 1 (271) were upregulated in old MEFs compared with young MEFs and downregulated in DNMT3L-treated MEFs compared with old MEFs; the genes in gene set 2 (46) were downregulated in old MEFs compared with young MEFs and in DNMT3L-treated MEFs compared with old MEFs; the genes in gene set 3 were downregulated in old MEFs compared with young MEFs and upregulated in DNMT3L-treated cells compared with old MEFs; and the genes in gene set 4 were upregulated in old MEFs compared with

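Of the 98 probes called in both comparisons, 66 (63 gene symbols) were higher in old than in young MEFs and lower after DNMT3L treatment (gene set 1). Another 15 (14 gene symbols) were lower in old MEFs and lower again after treatment, 13 (13 gene symbols) were lower in old MEFs and higher after treatment (gene set 3), and 4 (4 gene symbols) were higher in old MEFs and higher again. A fold change above 2 without a test moved these counts to 148, 34, 255 and 42.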

## Supporting Information

young MEFs and in DNMT3L-treated MEFs compared with old MEFs. As expected, the 556 deregulated genes were affected by DNMT3L treatment (differentially expressed genes between DNMT3L-treated and old cells). (b) Representative genes from the gene sets described in Fig. S4a. (c) The intersection of genes that were downregulated in old MEFs compared with either young MEFs or DNMT3L-treated MEFs and were initially downregulated in the old/presenescent population (gene set 3) were enriched in the cell-cycle and mitotic-related pathways, whereas the genes that were affected by DNMT3L treatment and were upregulated in the old/presenescent population (gene set 1) were enriched in signal transduction, extracellular matrix organization, and cell-to-cell communication. 

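Of the 46 tested cell cycle genes, 0 were in gene set 3, since none was called between young and old MEFs in limma. Between old and DNMT3L-treated MEFs 34 were called higher, and the list as a whole rose by a median of 1.86 (adjusted p = 4.6e-11 from camera, 0.069 from fry). Relative to young MEFs, the list lay at -0.26 and 1.42 on the DNMT3L-treated arrays and at -1.37 and -1.34 on the old arrays. The size of the rise thus differed between the DNMT3L-treated arrays, and that spread entered the model that tested young against old MEFs. Gene set 3 held 4 cholesterol biosynthesis genes, which are Fdps, Lss, Cyp51 and Acat2. Of the representative genes, Acat2 changed by -1.70 with passage (SE 0.30, adjusted p = 0.045) and by 1.71 after treatment (adjusted p = 0.0041). Ctsw changed by -1.40 (adjusted p = 0.016) and was at least 1.82-fold lower after treatment (adjusted p = 0.0022). Dbp rose by 1.53 (adjusted p = 0.043) and again by 1.00 (adjusted p = 0.022). The calls of Acat2, Ctsw and Dbp with passage were each lost without any 1 of the young and old arrays, with an adjusted p of 0.065 to 0.33, and those of Dbp after treatment without old replicate 1 (0.08), old replicate 2 (0.097) or DNMT3L-treated replicate 1 (0.056). With the opposite labels for the 2 arrays in conflict, the change with passage was 0.05 for Ctsw and 0.30 for Acat2. Gene set 1 held 0 of the 30 tested p53 target genes, 0 of the 8 tested PRC2 members, 4 histone genes, 3 Hox genes, 1 SASP gene and 1 developmental regulator.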

Intriguingly, a relatively higher proportion of genes enriched in gene set 1 are TP53-, pluripotent factor-, or PRC2 member-targeted genes. (d) The output of Encode Histone Enrichment for gene set 1 was characterized by repressive histone modification (H3K27me3).

FIGURE S7

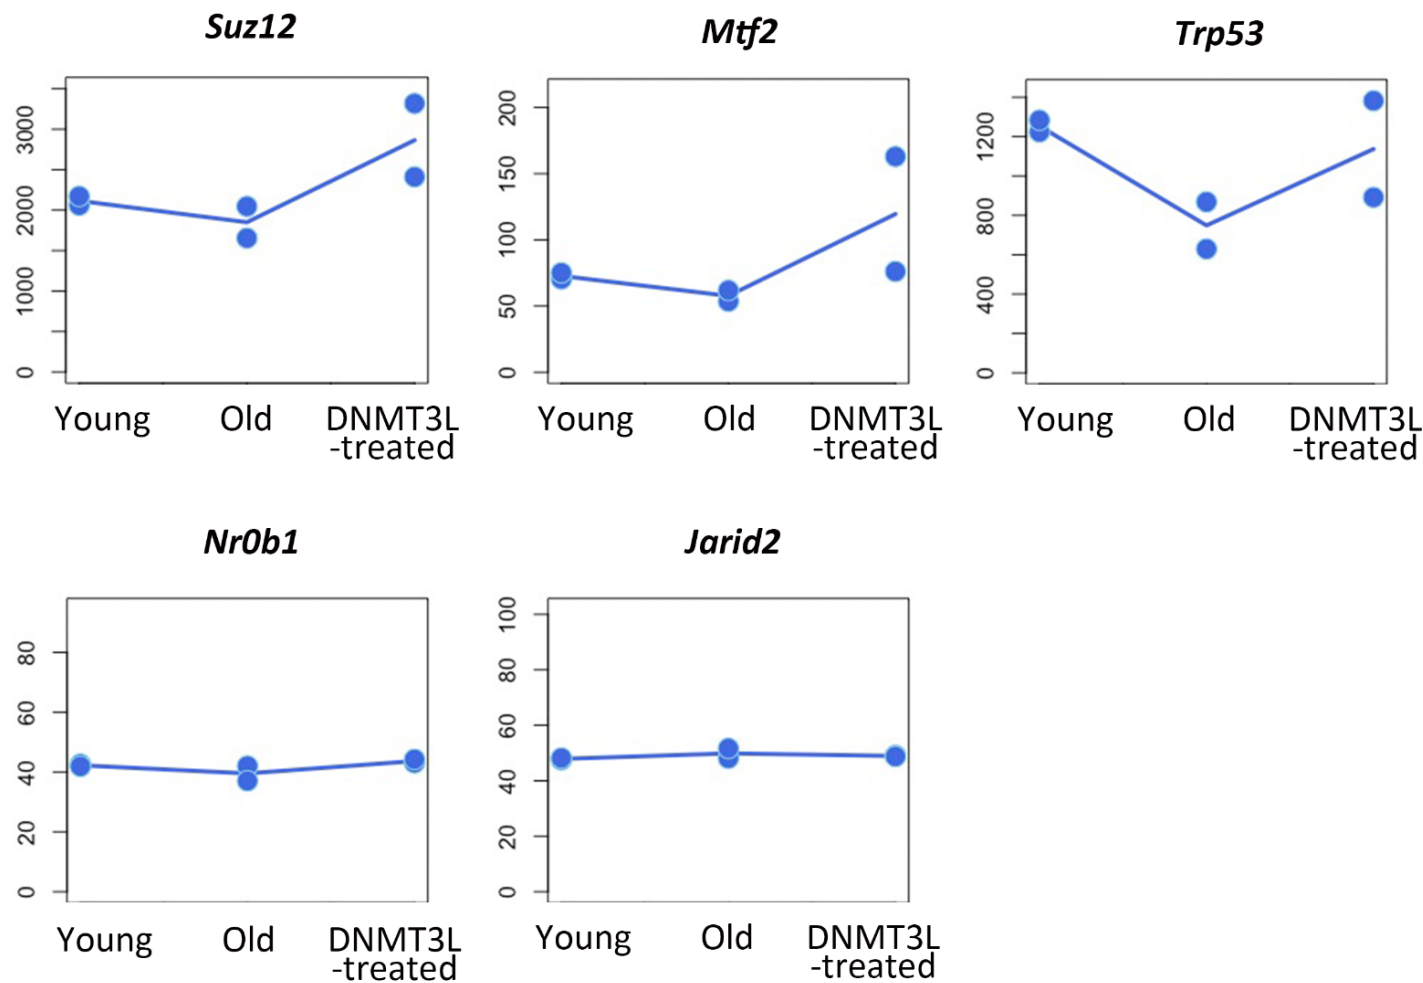

**Fig. S7.** Microarray data showing the transcription levels of *Suz12*, *Mtf2*, *Trp53*, *Nr0b1* and *Jarid2* in young, old/presenescent and DNMT3L-treated MEFs.

FIGURE S8

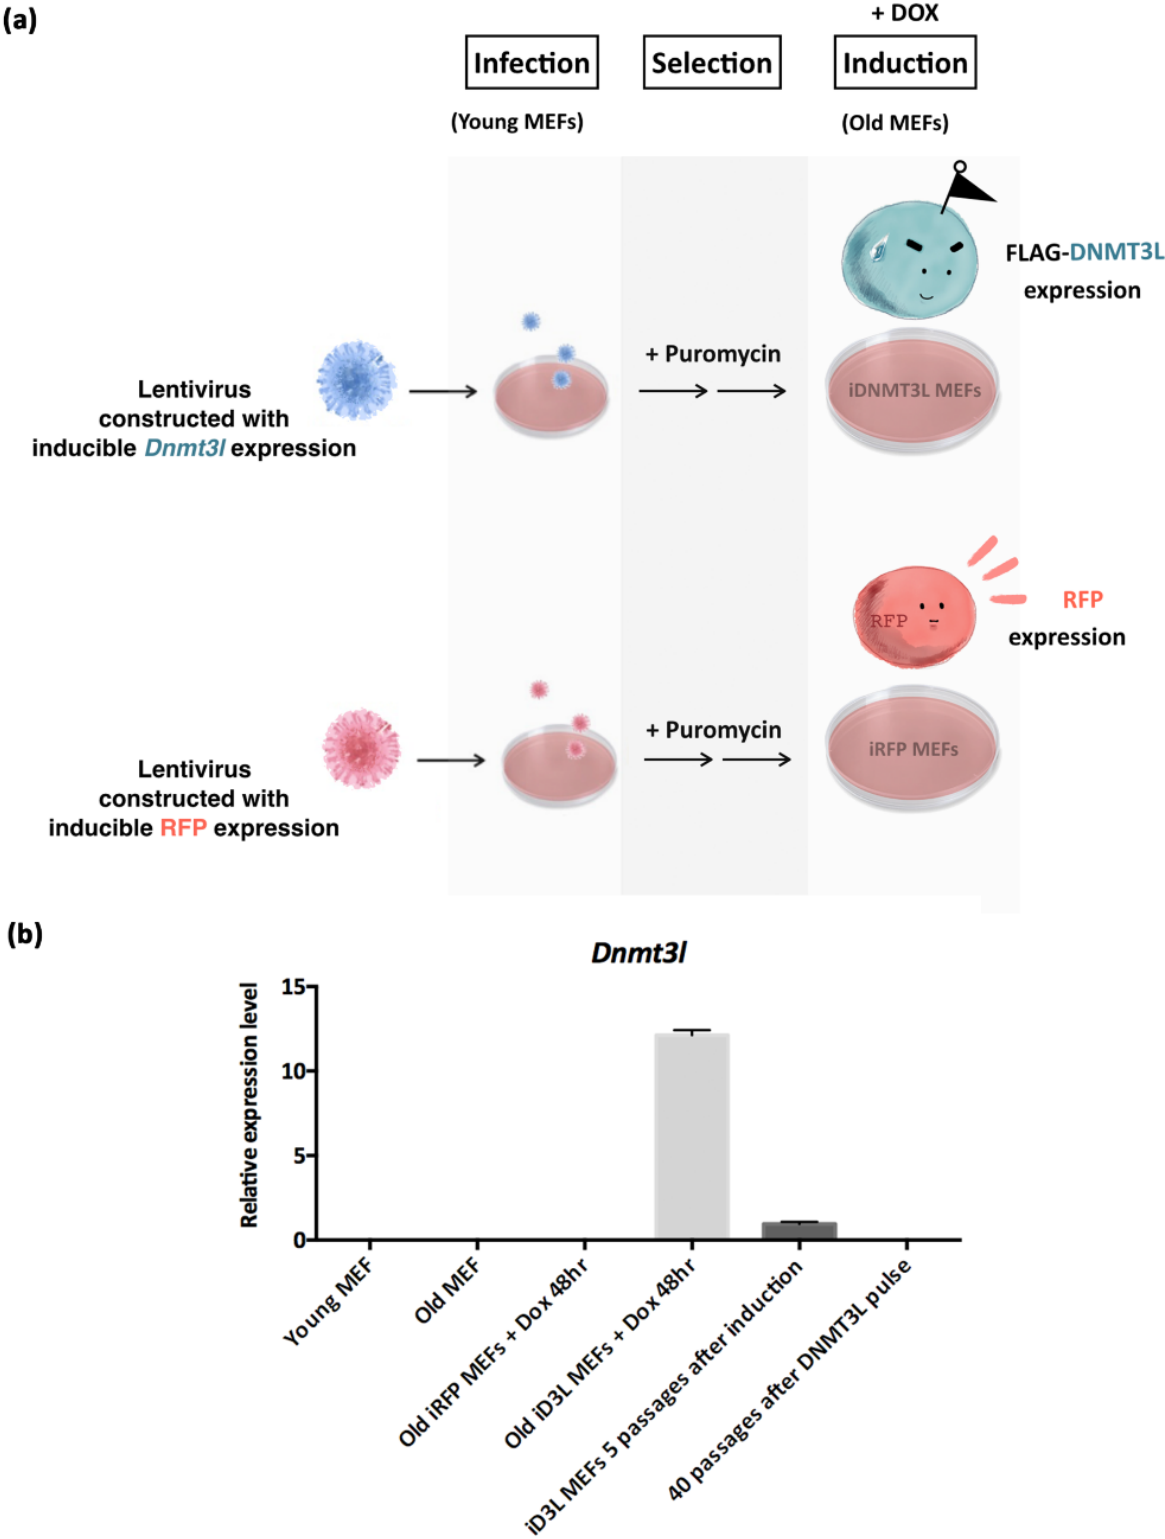

**Fig. S8.** (a) Illustration of the viral-infected inducible tag-Dnmt3l expression system in MEFs. Young MEFs were infected with doxycycline-inducible lentivirus containing the tag-Dnmt3l sequence (iD3L-lentivirus) or RFP-coding sequence (iRFP-lentivirus) in parallel. We termed the MEFs infected with iD3L-lentivirus “iD3L MEFs”, whereas the MEFs infected with the iRFP-lentivirus were denoted “iRFP MEFs”. Puromycin selection was

## Supporting Information

continuously maintained until doxycycline induction. (b) RNA expression levels of Dnmt3l in each sample obtained by RT-qPCR detection.

FIGURE S9

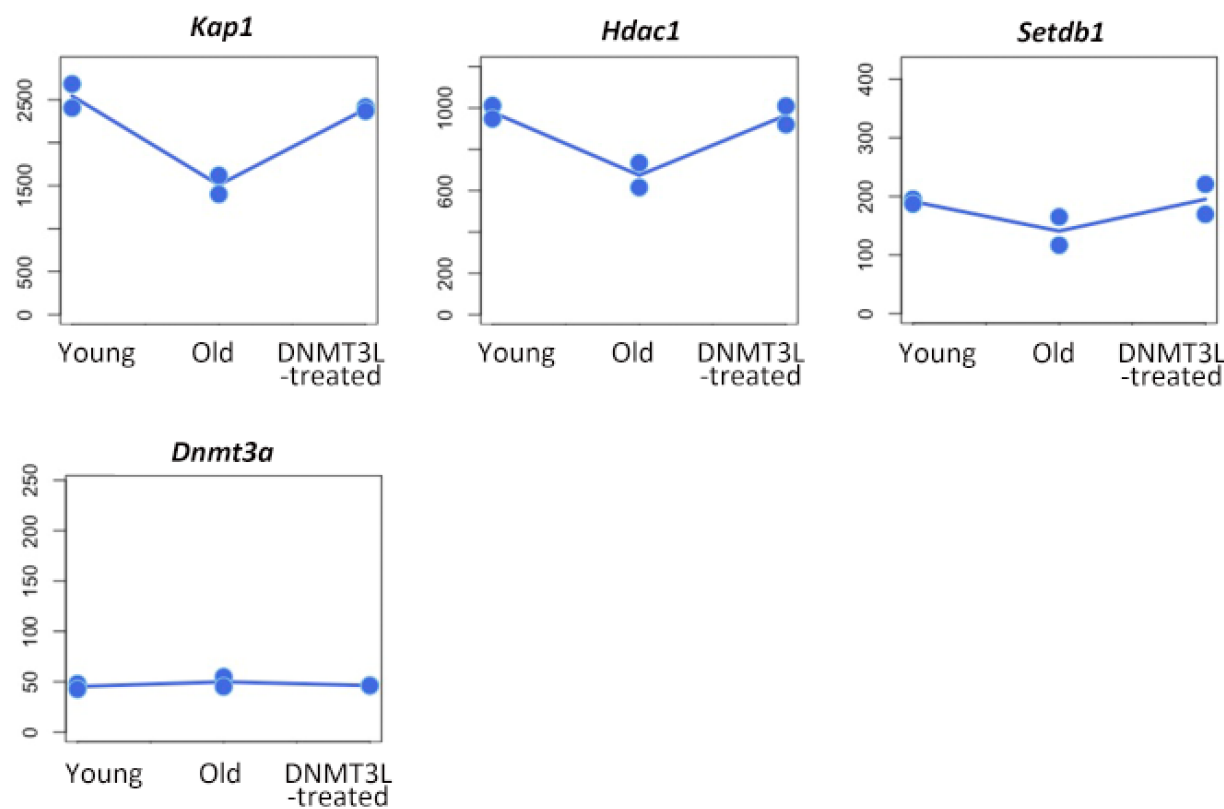

**Fig. S9.** Microarray data showing the transcription levels of *Kap1*, *Hdac1*, *Setdb1* and *Dnmt3a* in young, old/presenescent and DNMT3L-treated MEFs.

FIGURE S10

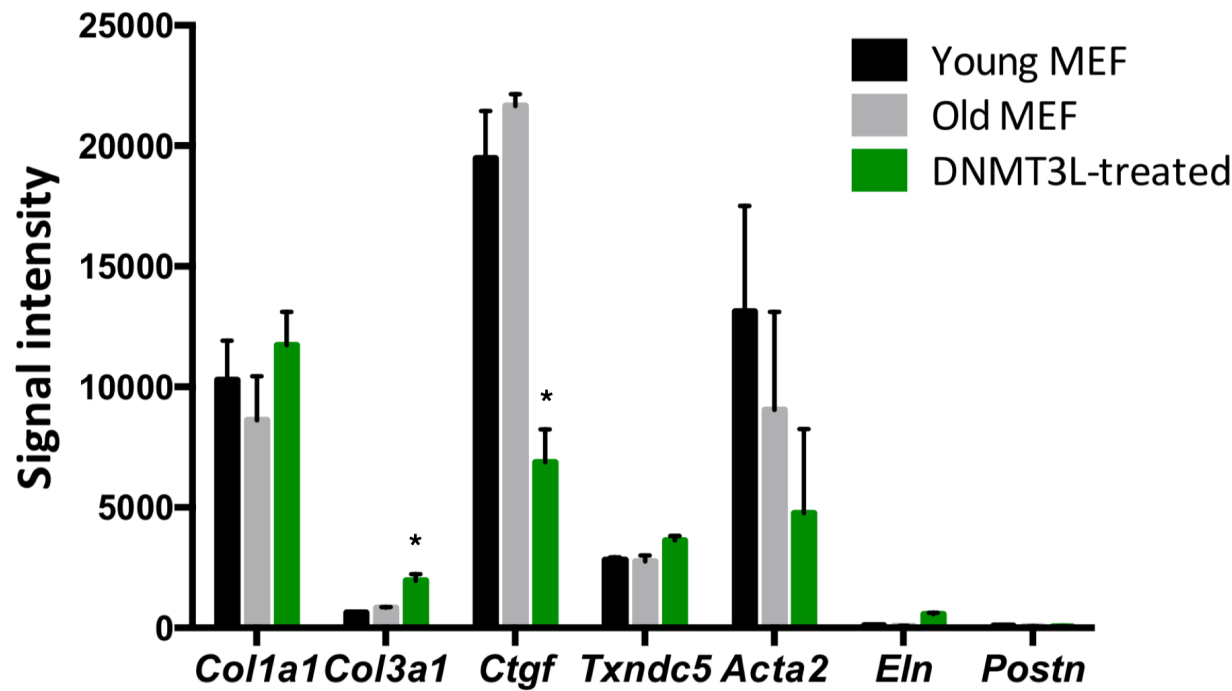

Fig. S10. The relative expression of fibrosis-related genes (± SEM) in young, old and DNMT3L-treated MEFs according to microarray. Representative fibrosis-related genes: *Col1a1*, *Col3a1*, *Ctgf*, *Txndc5*, *Acta2*, *Eln* and *Postn*.

# Supplementary material for: Transient DNMT3L Expression Reinforces Chromatin Surveillance to Halt Senescence Progression in Mouse Embryonic Fibroblast
**Source:** Front Cell Dev Biol. 2020 Mar 4;8:103. doi: 10.3389/fcell.2020.00103
**Supplement:** Supplementary file 2

**Table S1.** TE subfamilies showing differential expression between *Dnmt3l*  $-/-$  and *Dnmt3l*  $+/+$  littermate-derived MEFs. The expression quantity is indicated as transcript per million reads (tpm) according to previously published strand-specific RNA sequencing results. The sequences have been deposited in the NCBI GEO dataset under accession number GSE69007.

| Differentially expressed TEs | Dnmt3l $+/+$<br>MEF<br>replicate 1<br>(tpm) | Dnmt3l $+/+$<br>MEF<br>replicate 2<br>(tpm) | Dnmt3l $-/-$<br>MEF<br>replicate 1<br>(tpm) | Dnmt3l $-/-$<br>MEF<br>replicate 2<br>(tpm) | <i>p</i> value |
|------------------------------|---------------------------------------------|---------------------------------------------|---------------------------------------------|---------------------------------------------|----------------|
| LTR/ERVK:RLTR31D_MM          | 333.784                                     | 370.379                                     | 508.313                                     | 466.997                                     | 0.02008459     |
| LTR/ERV1:RLTR4_Mm            | 147.444                                     | 162.873                                     | 214.387                                     | 235.817                                     | 0.020674749    |
| DNA/TcMar:X4b_DNA            | 107.633                                     | 164.962                                     | 280.231                                     | 231.739                                     | 0.044483942    |
| LTR/ERVL-MaLR:ORR1A3         | 129.068                                     | 146.372                                     | 194.55                                      | 206.059                                     | 0.018210771    |
| LTR/ERV1:RLTR6C_Mm           | 122.123                                     | 134.683                                     | 161.163                                     | 169.223                                     | 0.026445141    |
| LTR/ERVK:MurERV4-int         | 97.537                                      | 107.926                                     | 130.687                                     | 125.79                                      | 0.042119698    |
| LTR/ERVK:RMER17C2            | 89.012                                      | 80.467                                      | 125.116                                     | 112.879                                     | 0.027248853    |
| LINE/L1:L1MdTf_II            | 48.887                                      | 53.296                                      | 66.15                                       | 72.479                                      | 0.0260158      |
| LINE/L1:L1MdGf_II            | 29.179                                      | 31.898                                      | 42.694                                      | 47.529                                      | 0.02777258     |
| DNA/hAT-Blackjack:MER81      | 30.145                                      | 27.307                                      | 36.475                                      | 40.492                                      | 0.034413192    |
| DNA/hAT-Charlie:MER58D       | 21.705                                      | 23.567                                      | 32.146                                      | 35.512                                      | 0.024260586    |
| LTR/ERV1:RLTR30D2_MM         | 17.217                                      | 21.724                                      | 33.107                                      | 27.864                                      | 0.044245715    |
| LINE/L2:X15_LINE             | 13.57                                       | 18.357                                      | 30.307                                      | 26.501                                      | 0.030105904    |
| LINE/CR1:X17_LINE            | 20.65                                       | 22.371                                      | 27.497                                      | 26.481                                      | 0.02458434     |
| LTR/ERVK:RMER17A             | 17.659                                      | 19.92                                       | 24.624                                      | 26.066                                      | 0.026990023    |
| LTR/ERV1:RLTR14_RN           | 18.138                                      | 19.825                                      | 27.174                                      | 25.076                                      | 0.018549331    |
| LINE/L1:L1MdF_II             | 17.669                                      | 19.821                                      | 22.209                                      | 24.365                                      | 0.048228577    |
| LINE/L1:L1M                  | 14.3                                        | 16.713                                      | 21.711                                      | 22.803                                      | 0.036255343    |
| DNA/hAT-Charlie:Charlie10    | 16.326                                      | 15.905                                      | 22.577                                      | 21.59                                       | 0.013544301    |
| LTR/ERV1:LTR37A              | 12.142                                      | 14.578                                      | 18.947                                      | 21.297                                      | 0.028714823    |
| LINE/RTE-X:L4_B_Mam          | 14.844                                      | 14.249                                      | 19.238                                      | 20.361                                      | 0.015158771    |
| LTR/ERVK:RLTR16B_MM          | 11.073                                      | 11.118                                      | 17.155                                      | 18.192                                      | 0.024841149    |

|                            |        |        |        |        |             |
|----------------------------|--------|--------|--------|--------|-------------|
| LTR/Gypsy:MamGypLTR1b      | 9.767  | 11.765 | 19.927 | 17.588 | 0.018461026 |
| LTR/ERVK:RLTR20A           | 11.07  | 9.497  | 16.163 | 17.301 | 0.013828051 |
| LTR/ERVK:ETnERV2-int       | 11.059 | 12.627 | 16.749 | 17.094 | 0.042596592 |
| LTR/ERVL-MaLR:MTE2b-int    | 8.172  | 9.972  | 14.598 | 14.833 | 0.047997039 |
| LTR/ERVK:RLTR9A3           | 11.409 | 11.222 | 12.177 | 12.616 | 0.044535423 |
| LTR/ERVK:RLTR16C_MM        | 8.235  | 8.308  | 13.028 | 12.433 | 0.019815904 |
| DNA/TcMar-Tigger:Tigger20a | 7.702  | 7.315  | 10.616 | 10.438 | 0.008687081 |
| LTR/ERV1:LTRIS_Mm          | 6.731  | 7.923  | 10.444 | 9.321  | 0.044776647 |
| DNA/hAT-Tip100:MER45C      | 5.943  | 5.099  | 8.328  | 9.074  | 0.015494942 |
| DNA/hAT-Tip100:Zaphod      | 6.384  | 6.398  | 8.321  | 8.973  | 0.045617176 |
| DNA/hAT-Charlie:Charlie11  | 4.983  | 5.741  | 7.356  | 8.471  | 0.038408336 |
| DNA/hAT-Tip100:MamTip3     | 4.678  | 5.334  | 6.612  | 7.467  | 0.03513994  |
| DNA/hAT-Blackjack:MER94B   | 5.386  | 4.745  | 7.635  | 7.452  | 0.031926614 |
| DNA/hAT-Charlie:Charlie31a | 4.439  | 4.43   | 6.63   | 7.262  | 0.039814232 |
| LTR/ERVK:RLTR10B2          | 5.731  | 5.367  | 6.241  | 6.705  | 0.047449442 |
| LINE/L1:L1MEj              | 3.991  | 4.345  | 6.296  | 6.678  | 0.006299328 |
| LTR/ERVL:MER76             | 3.912  | 3.464  | 5.329  | 5.866  | 0.017105527 |
| DNA:Eutr11                 | 2.59   | 3.141  | 6.116  | 5.698  | 0.007834686 |
| LTR/ERVL-MaLR:MLT1B-int    | 4.177  | 3.615  | 5.623  | 5.425  | 0.040362808 |
| LTR/Gypsy:MamGypLTR4       | 2.982  | 4.103  | 6.152  | 5.424  | 0.048120764 |
| LTR/Gypsy:LTR81B           | 4.241  | 4.258  | 4.541  | 4.65   | 0.046452142 |
| DNA/TcMar:DNA1_Mam         | 2.046  | 2.869  | 4.165  | 4.593  | 0.042573281 |
| LTR/ERVL:MER70B            | 3.269  | 3.411  | 3.795  | 4.044  | 0.04056836  |
| LTR/ERVK:RLTR19B           | 2.538  | 2.921  | 4.584  | 4.005  | 0.029627935 |
| LTR/ERV1:RLTR30D_RN        | 1.271  | 1.261  | 3.689  | 3.127  | 0.041478518 |
| LTR/ERVK:ERVB5_1-I_MM      | 1.014  | 0.563  | 2.776  | 2.348  | 0.014781246 |
| LTR/ERVK:ERVB4_3-I_MM      | 1.052  | 0.957  | 1.614  | 1.812  | 0.02470933  |
| LTR/ERVL:LTR69             | 1.176  | 1.089  | 1.419  | 1.318  | 0.036808296 |

|                         |       |        |        |        |             |
|-------------------------|-------|--------|--------|--------|-------------|
| LTR/ERVK:MMERVK10D3_LTR | 0.604 | 0.897  | 1.482  | 1.214  | 0.047928931 |
| LTR/Gypsy:LTR81AB       | 0.189 | 0.107  | 0.526  | 0.651  | 0.019217846 |
| LTR/ERVK:RLTR13D        | 0.272 | 0.197  | 0.484  | 0.41   | 0.028167049 |
| LTR/ERV1:MaLR:MLT1H-int | 21.11 | 19.514 | 12.639 | 13.157 | 0.023990743 |
| LTR/ERVK:IAPA_MM-int    | 1.659 | 2.003  | 1.116  | 0.799  | 0.032735721 |
| LTR/ERV1:RLTR1E_MM      | 3.713 | 4.176  | 1.57   | 0.754  | 0.022843573 |
| LTR/ERV1:MaLR:MLT1I-int | 1.807 | 1.438  | 0.764  | 0.551  | 0.033808569 |

# Supplementary material for: Transient DNMT3L Expression Reinforces Chromatin Surveillance to Halt Senescence Progression in Mouse Embryonic Fibroblast
**Source:** Front Cell Dev Biol. 2020 Mar 4;8:103. doi: 10.3389/fcell.2020.00103
**Supplement:** Supplementary file 3

**Table S2.** Primer list.

| Primer ID                   | 5'-3' sequence                  |
|-----------------------------|---------------------------------|
| Class I ERV: ERV U3 (F)     | CCC CAA ATG ACC GAG AAA TA      |
| Class I ERV: ERV U3 (R)     | GCG GTT ACA GAA GCG AGA AG      |
| Class I ERV: eMLV (F)       | GTA AAA ACT CCA CAC TCG GC      |
| Class I ERV: eMLV (R)       | ACG ATT CGG ATG CAA ACA GC      |
| ClassII ERV: IAP (F)        | CGT GAG AAC GCG TCG AAT AA      |
| ClassII ERV: IAP (R)        | TTC TGG TTC TGG AAT GAG GG      |
| ClassII ERV: MMERVK-10C (F) | CAA ATA GCC CTA CCA TAT GTC AG  |
| ClassII ERV: MMERVK-10C (R) | GTA TAC TTT CTT CTT CAG GTC CAC |
| ClassIII ERV: Mu-ERV L (F)  | ATC TCC TGG CAC CTG GTA TG      |
| ClassIII ERV: Mu-ERV L (R)  | AGA AGA AGG CAT TTG CCA GA      |
| ClassIII ERV: MAT (F)       | ATG TCT TGG GGA GGA CTG TG      |
| ClassIII ERV: MAT (R)       | AGC CCC AGC TAA CCA GAA CT      |
| Dnmt3l (F)                  | GGA ACTCTCCAGGTGTAC             |
| Dnmt3l (R)                  | GTGTCCATCATCATCATACAG           |
| Rplp0 (F)                   | ATC TGC TGC ATC TGC TTG         |
| Rplp0 (R)                   | CGA CCT GGA AGT CCA ACT AC      |
| Aplp1(F)                    | GTGGGCGTCTAACCCTTCAC            |
| Aplp1(R)                    | CTGCGGGTCCAGAAGACAG             |
| Dnajc6(F)                   | TGAAAATAAAGGTGCCTCGTCTC         |
| Dnajc6(R)                   | TCAGGTTACTGAATAGCCTCCC          |
| Kcnj4(F)                    | ATGCACGGACACAACCGAAA            |
| Kcnj4(R)                    | CTGGGACTTGTTGCTCAGG             |
| Sim2 (F)                    | CCTTCTGACCACGACGAGATG           |
| Sim2 (R)                    | TCGAAGAAAGAAAGACCGCTCTA         |
| Aplp1 promoter (F)          | CTTCCCCATCCCCAGGAC              |
| Aplp1 promoter (R)          | ACTGTCATTGCTGCTTCTGC            |
| Dnajc6 promoter (F)         | GACCTGGCATTCTGGTGA CT           |
| Dnajc6 promoter (R)         | CAGCTCTATCCCCAACCAAA            |
| Kcnj4 promoter (F)          | CTTGCTTGCGCTCTCTCTCT            |
| Kcnj4 promoter (R)          | TTGATGACGGCGTTTGTAAC            |
| Sim2 promoter-exon1(F)      | CGGGTCTGCCATAAACAAAC            |
| Sim2 promoter-exon1 (R)     | GCTTCCTTAGTCCGGTCGTC            |

How the deposited data were processed for this re-analysis (not part of the article)

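Gene expression was measured on 8 Illumina mouse BeadArrays, 2 for each of young, old/presenescent and DNMT3L-treated MEFs and DNMT3L-treated MEFs kept in embryonic stem cell medium. The arrays lie on 1 chip, so that no scanning batch separates the groups. The authors summarized the beads of each probe in Illumina's GenomeStudio software and deposited the mean bead intensities, exported without normalization or background subtraction. As deposited, the detection p-value of each probe was computed by the authors' software from the rank of its signal among the negative control probes of the array. The number of beads and their standard error were exported with it. A median of 38 to 40 beads stood behind a signal, with a standard error of 4.4% to 4.6% of it. All per-sample columns could be assigned to an array. A second export of the same arrays without gene annotation was not used. Gene symbols were those of the export, and 95.7% of 18120 symbols matched a current symbol or a synonym in the annotation of GRCm38.p6. No coordinates were converted.

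The labels of 2 arrays disagreed between title and description. By a rule set in advance, the values plotted for 13 genes in Supplementary Figures S6b, S7 and S9 were compared with the arrays under both readings, and 10 genes lay closer by title and 1 by description. Counts, shares, gene lists and named genes that use old or young MEFs were also computed with the opposite labels and without both arrays, where these gave a value. Correlations and chromosome medians were computed with the opposite labels alone. The simulations, the probes of like signal and the tests of the lists between young and DNMT3L-treated MEFs used the labels by title. In the same comparison, 12 of 13 genes lay closer to the DNMT3L-treated arrays in standard medium than to those in embryonic stem cell medium, and the former were taken as the DNMT3L-treated MEFs of the paper.

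Signals were background-corrected with the normexp method from the detection p-values (offset 16), quantile-normalized and log2-transformed with neqc of limma 3.58.1 in R 4.3.3. Probes with a detection p under 0.05 on at least 2 arrays were kept, 14275 probes with 10417 gene symbols, of which 2705 had several probes. A linear model with 4 groups was fitted to all 8 arrays with lmFit and eBayes (4 residual and 4.47 prior degrees of freedom), and probes with a Benjamini-Hochberg adjusted p under 0.05 were called. A group left with 1 array is assumed to vary like the other groups. A gene with several probes was represented by the brightest one. Where all arrays of 1 group were undetected, the change was given as a lower bound, with each of its arrays set to the lowest value of a detected probe on that array (or to the probe's own value where that was higher). Genes were named by a rule set in advance, as every gene the paper names from the arrays, 12 further genes of senescence, DNA methylation and Polycomb repression and, for 3 comparisons, the 3 probes with the highest rise and the 3 with the deepest fall whose arrays did not overlap.

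Low expression and derepression were taken from quantile-normalized signals without background correction, on the linear scale, with the limit of 100 and the 1.5-fold threshold that the paper gives. Gene lists (cell cycle, cholesterol biosynthesis, SASP, p53 targets, replication-dependent histones, Hox genes, developmental regulators, PRC2 members and male-specific genes) were compared with camera at a preset correlation of 0.01, with fry and with camera at an estimated correlation. Shares carry 95% Wilson intervals. Overlaps were compared with 100 simulations of the fitted values and spread. Chromosome medians were compared with 10000 random lists of the same size.

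Alternatives were another normalization or background correction, another probe filter, another threshold or test (including the test of 2 groups that the methods name for the whole paper at a p under 0.05), a replicate block, averaging of probes per gene, other limits and folds for low expression, the label assignment, and leaving out each array in turn. The sample mapping, the tests, the gene lists and these alternatives were set before the data were examined. The model of young and old arrays alone, that of old and DNMT3L-treated arrays alone, a block with crossed replicate numbers, a limit of 230 for low expression and scaling to equal medians for the chromosome medians were added later. Recovery of known changes was tested on simulated data. Groups of 2 arrays allow no test for outlying arrays and no count of regroupings of the arrays. The pathway and ChIP enrichments of the paper were left out because their databases were not available, and the proteome, ChIP and RT-qPCR measurements because no files of theirs were at hand. Principal components against other mouse cell lineages were left out for the same reason.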

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

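Of the tests in this part, those of normalization and of medium against passage for the comparison of media were set in advance, and those of the p53 target list, of the chromosomes and of the single array with low cell cycle genes were chosen only after the results were seen.

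The arrays of DNMT3L-treated MEFs kept in embryonic stem cell medium are not reported in the paper. Against DNMT3L-treated MEFs in standard medium they differed in 3485 called probes, 1691 higher and 1794 lower, and against old MEFs in 6091 called probes, 3064 higher and 3027 lower. The former difference was flagged because the effect relative to old MEFs differed between the media, and the latter because it appears in arrays that the paper did not analyse. Among probes whose arrays did not overlap, Ppbp was at least 328-fold and Mmp13 at least 259-fold higher in embryonic stem cell medium, Grb10 was at least 380-fold lower, and the log2 difference was -6.75 for Ptgis, detected on 1 of 2 arrays in embryonic stem cell medium, and -6.47 for Igfbp5. Another normalization did not remove the difference between the media, with 3468 probes under the one that gave the fewest calls. The count was 982 without the first and 1106 without the second array in embryonic stem cell medium, 2610 without DNMT3L-treated replicate 1 and 6045 without DNMT3L-treated replicate 2. Against old MEFs it was 3262 and 3170 without the first and the second array in embryonic stem cell medium, 3720 without old replicate 1 and 4804 without old replicate 2. Medium and passage cannot be told apart, because the lowest passage in embryonic stem cell medium was 29 and the highest in standard medium 23. A difference between the cultures that arose by chance over passages also stays open.

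In the same arrays, 13 of 20 chromosomes had a median change from old MEFs outside the range of random lists of the same size on both arrays, 8 higher and 5 lower, against 1 chromosome on the young arrays. This was flagged because these arrays are left out of the paper. Chromosome X (medians of 0.49 and 0.48) and chromosome 7 (-0.38 and -0.41) were the farthest from 0. Without the background correction 12 chromosomes were shifted and with scaling to equal medians in place of quantile normalization 13, which argues against the normalization as the origin. No test of evenness along the chromosomes was made for these arrays, and copy number changes, medium and passage stay open.

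The 30 tested p53 target genes had a median log2 change of -0.96 from young MEFs in embryonic stem cell medium, with 25 genes lower. The adjusted p was 4.4e-07 from camera, 9.2e-04 from fry and 0.33 from camera at an estimated correlation. Both arrays had a median of -0.96. This fall was flagged because the paper does not analyse these arrays. Without Cdkn1a, the gene that was seen first, the median was -0.94, but leaving out 1 of 30 genes can hardly move a median. Whether p53 activity was lower in the culture was not decided by these values. The arrays cannot tell passage from the pulse, since the lowest passage of the treated arrays was 22 and the highest of the untreated ones 6.

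Cell cycle genes were higher in embryonic stem cell medium than in standard medium, with a median difference of 0.96 and 46 of 46 tested genes higher (adjusted p = 2.7e-05 from camera, 0.24 from fry), and 0 of them were called singly in limma. The difference came from 1 array. Without DNMT3L-treated replicate 1 the median was 0.11 with 32 of 46 genes higher (adjusted p = 0.38), and without DNMT3L-treated replicate 2 it was 1.81 (adjusted p = 3.3e-18). Low cell cycle genes in DNMT3L-treated replicate 1 may thus account for it, and whether that array reflects slower growth of its culture was not tested.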

How the results depend on the processing

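The model of young and old arrays alone, that of old and DNMT3L-treated arrays alone, the block with crossed replicate numbers, the limit of 230 and the scaling to equal medians for the chromosomes were chosen only after the results were seen, and the other alternatives before.

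Of the counts, shares and correlations under an alternative, 188 moved by less than the limit set in advance and 109 by more. For named genes, 899 values kept direction and call, 148 lost and 19 gained a call and 8 changed direction. For single gene lists these numbers were 192, 18, 2 and 4. In another 47 cases a gene changed sign without a call on either side. The cause of the changes below was not tested, except where fewer arrays or probes in the model show it.

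The count of probes called between young and old MEFs, 122, moved under many alternatives. It was 1 among probes detected on all 8 arrays, 19 without the arrays in embryonic stem cell medium, 1997 at an unadjusted p under 0.05 with a fold change above 1.5, 2643 and 755 at a fold change above 1.5 and above 2 without a test, 2069 and 0 with the test of the methods before and after adjustment, 1 with the opposite labels for the 2 arrays in conflict, 0 without both of these arrays and 628 with only young and old arrays in the model. With each young or old array left out in turn it was 0 to 32, and it was 1565 with either one of the DNMT3L-treated arrays left out. It stayed within 1.5-fold with either normalization, without a probe filter, with the replicate block (98 probes), with the crossed block (115 probes) and with an eBayes trend. Of the other counts, that between old and DNMT3L-treated MEFs was 2821 at a fold change above 2, 2800 and 1 with the test of the methods, 2081 with opposite labels, 1235 without both arrays in conflict, 1878 with only these groups in the model and 2206 to 5278 with an array left out. Between old MEFs and embryonic stem cell medium it was 3979 at a fold change above 2, 2078 with the adjusted test of the methods, 2912 with opposite labels, 2268 without both arrays and 3170 to 4804 with an array left out. Between the media it was 5337 at a fold change above 1.5, 0 with the adjusted test of the methods and 982 to 6045 with an array left out.

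The overlap of 98 was 1 among probes detected on all arrays, 17 without embryonic stem cell medium, 1199, 1654 and 479 under the thresholds of unadjusted p with fold, of 1.5-fold and of 2-fold, 556 and 0 with the test of the methods, 0 with opposite labels, 0 without both arrays in conflict and 0 to 1106 with an array left out. The young-like share was 100.0% among probes detected on all arrays and 62.5% to 89.8% with an array left out, and it had no value where the overlap was 0. The re-repressed share of probes higher in old MEFs was 100.0% without embryonic stem cell medium, 47.9%, 47% and 43.4% under those thresholds, 26.0% with the test of the methods, 71.4% with probes averaged per gene and 36.8% to 100.0% with an array left out.

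Among genes of small families, calls after treatment were counted. Suz12, Mtf2, Trp53, Nr0b1 and Jarid2 gave 0 without a probe filter, without embryonic stem cell medium, with the adjusted test of the methods, with opposite labels and without both arrays in conflict, 2 with an eBayes trend and 0 to 3 with an array left out, against 1. Trim28, Hdac1, Setdb1 and Dnmt3a gave 2 with quantile normalization without background correction, 0 without embryonic stem cell medium, with the adjusted test, with opposite labels and without both arrays, and 0 to 2 with an array left out. The fibrosis genes gave 0 with the adjusted test and 3 to 4 with an array left out. The 7 representative genes, with 13 calls over both comparisons, gave 8 without embryonic stem cell medium, 0 with the adjusted test, 2 with opposite labels, 5 without both arrays and 6 to 13 with an array left out.

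With opposite labels the change with passage reversed for Dnajc6 (-0.11), Sim2 (-0.17), Ctsw (0.05), Acat2 (0.30), Bdnf (-1.13), Prelp (-0.99), Gvin1 (-0.62) and Lrrc15 (0.73). Among lists it reversed for cell cycle (adjusted p = 0.85), histones (0.0026), Hox genes (0.58) and developmental regulators (0.02), the cholesterol biosynthesis (0.58) and p53 (0.43) lists lost their call, as did cholesterol biosynthesis after treatment (0.069), and 2 lists passed between young and old MEFs in place of 5. With fry 2 lists passed, and cell cycle (0.18), p53 (0.082) and histones (0.1) did not, nor cell cycle after treatment (0.069). With an estimated correlation 0 lists passed in either comparison. Their adjusted p with passage was 0.38 for cell cycle, 0.074 for cholesterol biosynthesis, 0.28 for p53, 0.38 for histones and 0.24 for Hox genes, and after treatment 0.39 for cell cycle, 0.17 for cholesterol biosynthesis, 0.39 for SASP, 0.17 for p53, 0.39 for histones and 0.21 for Hox genes. With an array left out 5 to 6 lists passed with passage and 6 after treatment, with adjusted p with passage of 0.025 to 0.62 for SASP and 0.0026 to 0.9 for developmental regulators. The other lists kept their side, with 4.9e-14 to 2.0e-10 for cell cycle, 4.8e-13 to 9.6e-10 for cholesterol biosynthesis, 3.6e-05 to 0.012 for p53, 1.7e-06 to 0.0014 for histones and 1.3e-04 to 0.0017 for Hox genes.

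Low-expression probes in young MEFs numbered 4441 among probes detected on at least 2 arrays. Derepressed probes numbered 560 on background-corrected values, 371 and 419 with a limit of 200 and 230, 424 and 39 at 1.3-fold and 2-fold, 27 with opposite labels and 176 to 238 with an array left out. Their re-repressed share was 53.8% at 2-fold, 37% with opposite labels and 39.9% to 52.6% with an array left out, and the share that rose was 12.8%, 29.6% and 11.7% to 23.4%. Spearman correlations among detected probes were 0.887 between DNMT3L-treated and young and 0.878 between DNMT3L-treated and old arrays. Over all probes the latter was 0.923, and 0.927 with opposite labels. The number of shifted chromosomes after treatment, 10, was 11 without background correction, 9 with scaling to equal medians and 12 with opposite labels. Signal over background limits what the arrays show for genes near the detection threshold. Nr0b1, Jarid2, Dnmt3a and Dnmt3l were undetected, and none was called when the filter was removed.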

Differences from the paper's values

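The limit of 230 for low expression and the models of 2 groups alone were chosen only after the values were seen, and all other alternatives named here were set before the data were examined.

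For genes differentially expressed between young and old MEFs the paper's value is 1006, against 122 probes here. Under a fold change above 2 without a test the count of 755 no longer differed. The other 21 alternatives did, from 0 to 145 probes under adjusted thresholds and from 1997 to 2643 without adjustment, apart from 628 in the model of young and old arrays alone, which was chosen after seeing the values. With 1 of the DNMT3L-treated arrays left out, which is not among these alternatives, the count was 1565 for either array. For genes that also changed with DNMT3L treatment the paper's value is 556, against 98. A fold change above 2 (479), the test named in the methods at an unadjusted p under 0.05 (556) and leaving out DNMT3L-treated replicate 2 (825) no longer differed, and the other 19 alternatives did. Under that test 2069 probes were called between young and old MEFs, so that the match covers the overlap and not the count it was taken from.

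Of the gene sets, the paper's value for set 1 is 271 against 66, and the test of the methods (288) and leaving out DNMT3L-treated replicate 2 (294) no longer differed. For set 2 it is 46 against 15, and a fold change above 2 (34) and leaving out DNMT3L-treated replicate 1 (57) no longer differed. For set 3 the paper shows about 190 in Fig. S6, read by eye, against 13, and a fold change above 2 (255) and the test of the methods (142) no longer differed. For set 4 it shows about 50 in Fig. S6, read by eye, against 4, and a fold change above 2 (42), the test of the methods (54) and leaving out DNMT3L-treated replicate 1 (56) no longer differed. The other 20 alternatives for sets 1, 2 and 3 and the other 19 for set 4 still differed.

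For derepressed genes in old MEFs the paper's value is 419, against 171 probes. Background-corrected values (560), a limit of 200 (371) and a 1.3-fold threshold (424) no longer differed. A limit of 230, the dashed line of Fig. 4A as read by eye, gave 419. It was chosen after seeing the values, and it drops 0 of the 4 derepressed genes that the paper names, which are Aplp1, Dnajc6, Kcnj4 and Sim2. The other 11 alternatives, from 27 to 238 probes, still differed. For the share of these genes that rose further after treatment the paper's value is 11%, against 18.1%. Both young arrays under the limit (16.3%), a 2-fold threshold (12.8%), leaving out young replicate 1 (14.9%), old replicate 2 (13.4%) or DNMT3L-treated replicate 1 (11.7%) and calls by limma (14.6%) no longer differed, and 12 alternatives did, from 16.7% to 29.6%.

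For the Spearman correlation between DNMT3L-treated and young MEFs the paper shows about 0.89 in Fig. S3, read by eye, against 0.926, and for that between DNMT3L-treated and old MEFs about 0.88 in Fig. S3, read by eye, against 0.923. Among detected probes the values of 0.887 and 0.878 no longer differed. Over all probes with opposite labels for the 2 arrays in conflict, the values of 0.923 and 0.927 did. For the signal of Acta2 in old MEFs the paper shows about 9000 in Fig. S10, read by eye, against 13770. Leaving out old replicate 2 (12330) no longer differed and the other 3 alternatives did. Another probe of Acta2 had a signal of 9095.

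The paper describes Suz12, Mtf2 and Trp53 as lower in old MEFs than in young and DNMT3L-treated MEFs. All 3 means lay in that direction, but over all probes tested the adjusted p from young to old was 0.66, 0.54 and 0.18, and from old to DNMT3L-treated 0.062, 0.036 and 0.11. Adjusted over the list alone, Trp53 was called with passage and all 3 after treatment. Kap1, Hdac1 and Setdb1 are described as lower in old MEFs and elevated after treatment. Their means lay in that direction, with an adjusted p of 0.097, 0.2 and 0.29 with passage and of 0.025, 0.071 and 0.12 after treatment, and over the list alone Trim28 and Hdac1 were called with passage. After treatment, Suz12 was called with quantile normalization without background correction (adjusted p = 0.046), with an eBayes trend (0.046) and without DNMT3L-treated replicate 1 (0.014), Trp53 without that array (0.015), Hdac1 with quantile normalization without background correction (0.047), and Setdb1 without old replicate 2 (0.049) or DNMT3L-treated replicate 1 (0.046). Kcnj4, which the paper counts as derepressed, had an adjusted p of 0.065 with passage and was called with probes averaged per gene (0.046) and without a probe filter (0.05 after rounding).

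The paper states, from an enrichment analysis, that genes higher in old MEFs include SASP genes. Its gene sets were not available, and the SASP list here was written separately and may hold other genes. Of 41 SASP genes 21 were higher and 20 lower, with a median log2 change of 0.01, and Serpine2 and Igfbp3 were called higher. Without young replicate 1 the list passed (adjusted p = 0.025). No difference in fibrogenic potential is stated for the fibrosis genes as a group, with effects named for Col3a1 and Ctgf. Of the 7 genes, Eln, for which the paper names no effect, changed by 3.78 after treatment (adjusted p = 3.2e-04 from limma). Eln was detected on 1 of 2 old arrays and on neither array in embryonic stem cell medium. For Acta2, stated to be unaffected, the change from young MEFs was -1.85 (adjusted p = 0.036) in the brightest probe, whereas the 2 other probes were not called (-1.95, adjusted p = 0.11, and -2.0, adjusted p = 0.091), among them the probe with a signal of 9095 in old MEFs. The paper places cell cycle genes in set 3 and p53 targets in set 1. Here set 3 held 0 genes of the cell cycle list, and set 1 held 0 genes of the p53 target list. This follows from the adjusted threshold, at which no gene of either list was called between young and old MEFs. For the cell cycle list the spread shared over all groups in the model counted as well. Relative to young MEFs, that list lay at -0.26 and 1.42 on the DNMT3L-treated arrays, but at -1.37 and -1.34 on the old arrays. The cell cycle list had a median log2 change of -1.37 with passage and of 1.86 after treatment. For the p53 target list these medians were 0.36 and -1.13. Membership of the lists at a fold change above 2 was not counted. Aplp1 (109.4), Kcnj4 (126.8) and Sim2 (142.2), which the paper takes from its genes of low expression, lay above the limit of 100 in young MEFs.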

Other observations

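The tests of the p53 target list, of the chromosomes and of the old arrays used singly were chosen only after the results were seen. So was the use of the range of the simulations with changes moved at random. The simulations and the probes of like signal were set in advance.

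The overlap between the comparisons may be inflated by the old arrays that both share. With a different old array in each comparison 96 and 98 probes were shared in the 2 arrangements, above the 59.0 (50.5 to 65.3) simulated with young and old MEFs alike, which argues against chance values of the old arrays as the whole source. The young-like share was 74.0% in the former and 71.4% in the latter, above the 48.6% (40.9 to 59.3) simulated in that way. Simulated changes from the mean of young and old MEFs, moved at random between probes, gave a share of 94.8% (88.5 to 98.7). The shared probes were then 78.0 (69.5 to 87.0). That setting starts DNMT3L-treated MEFs midway between young and old MEFs, which by itself raises the share. It thus cannot decide whether changes unrelated to those with passage gave the observed share of 80.6% and overlap of 98. With young and old MEFs alike and both old arrays in each comparison, the simulated share was 74.6% (65.1 to 85.1). The observed share lay within that range, so that its size alone does not show a return toward the young state. Differences between cultures that both old arrays carry stay open.

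The re-repressed share of 46.2% among derepressed probes was above the simulated fall back of probes picked for a high signal. That was 2.0% at the old means, which the choice of probes had raised, and 13.3% (0.0 to 38.7) without any difference between the groups. The share was also above the fall of any probe of that signal, which occurred in 13.1% of probes of like signal. A lower expression in DNMT3L-treated MEFs of the probes that rose with passage may thus be a hypothesis, with passage and the pulse confounded.

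The fall of p53 target genes below their level in young MEFs is not described in the paper. It did not pass with camera at an estimated correlation (adjusted p = 0.55). Cdkn1a was unchanged with passage (0.12, adjusted p = 0.89) and fell by 3.69 after treatment (adjusted p = 2.4e-04), and it fell by 3.57 relative to young MEFs. Normalization did not remove the fall of the list, whose median from young to DNMT3L-treated MEFs was -0.90 under the normalization that moved it closest to 0. With the mean of the cell cycle list in the model the median was -1.07 (adjusted p = 0.0019 from camera). The cell cycle list differed within a group almost only between the DNMT3L-treated arrays, at -0.26 and 1.42. The p53 target list lay at -0.99 and -1.02 on these arrays and did not follow it. A slope from 1 pair of arrays cannot decide whether proliferation accounts for the fall between the groups. Without Cdkn1a the median was -0.98 with 23 of 29 genes lower (adjusted p = 2.7e-04 from camera). Leaving out 1 of 30 genes can hardly move a median, and this value does not decide whether p53 activity was lower in the treated culture, which stays open. Trp53 itself was not called between these groups. Without DNMT3L-treated replicate 1 the median was -1.02 and without replicate 2 -0.99. The lowest passage of the treated arrays was 22 and the highest of the untreated ones 6, so that passage and the pulse cannot be told apart as the source of the fall.

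Relative to old MEFs, 10 of 20 chromosomes were shifted on both DNMT3L-treated arrays, 5 higher and 5 lower. The median was 0.34 and 0.33 for chromosome 15, 0.32 and 0.20 for chromosome 17, -0.20 and -0.32 for chromosome 7 and -0.35 and -0.14 for chromosome X. On the young arrays 1 chromosome was shifted, although the old arrays also differ from each other, as for chromosome 7 (0.10 and -0.10). Normalization did not account for this, since 11 chromosomes were shifted without the background correction and 9 with scaling to equal medians in place of quantile normalization, against 1 on the young arrays under both. Of the shifted chromosomes, 9 were no more uneven along their length than with probe positions shuffled, chromosome 11 being the exception, whereas 5 of the 10 that were not shifted were uneven. Copy number changes in the treated culture could give such even shifts, and DNA was not measured.

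The DNMT3L-treated pair was the least alike, and it sets much of the spread of the model. Its arrays differed by more than bead noise by a factor of 4.94, against 2.64 in young MEFs, 3.00 in old MEFs and 1.73 in embryonic stem cell medium. The correlation of replicate differences between groups was 0.18 at most, between old and DNMT3L-treated MEFs, and the paired model with a replicate block called 98 probes between young and old MEFs.

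Further lists gave the following values. Replication-dependent histones (44 genes) changed by a median of 0.48 with passage (adjusted p = 2.4e-05) and of -1.45 after treatment (adjusted p = 2.8e-05), with 27 called lower and 8 higher. Hox genes (29) changed by 0.36 (adjusted p = 2.3e-04) and -0.81 (adjusted p = 7.9e-04). Cholesterol biosynthesis genes rose by 0.96 after treatment (adjusted p = 1.6e-05), and SASP genes changed by -0.82 (adjusted p = 0.0022), with 21 called lower and 7 higher. No call was made for developmental regulators (35 genes, 0.08 with passage, adjusted p = 0.13, and 0.22 after treatment, adjusted p = 0.6), PRC2 members (8 genes, -0.19, adjusted p = 0.13, and 0.12, adjusted p = 0.81) or male-specific genes (4 genes, 0.26, adjusted p = 0.34, and 0.21, adjusted p = 0.52). After treatment, fry kept 5 of the 6 calls of camera, and an estimated correlation kept 0. Ddx3y (signals of 2040 to 4060), Eif2s3y (552 to 932), Jarid1d (110 to 261) and Uty (84.8 to 124) were detected on all 8 arrays and Xist on 0.

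Of other genes named in advance, Cdkn2a rose by 1.72 with passage (adjusted p = 0.074) and was higher in DNMT3L-treated than in young MEFs by 1.62 (adjusted p = 0.013). Lmnb1 changed by -1.31 with passage (adjusted p = 0.34) and by 1.37 after treatment (adjusted p = 0.16), and Ezh2 by -1.06 (adjusted p = 0.25) and 0.89 (adjusted p = 0.16). After treatment Sirt1 rose by 1.63 (adjusted p = 0.0031), Dnmt1 by 1.70 (adjusted p = 0.018) and Dnmt3b by 0.89 (adjusted p = 0.01), and Eed changed by -0.86 (adjusted p = 0.032). The size of the rise of Dnmt1 differed between the arrays. Its log2 values were 8.99 and 10.56 on the DNMT3L-treated arrays and 8.19 and 7.95 on the old arrays. Ring1 changed by 0.76 (adjusted p = 0.053) and Rnf2 by 0.03 (adjusted p = 0.95). Mki67 was not on the array under that symbol. Spearman correlations of the arrays in embryonic stem cell medium averaged 0.924 with young, 0.909 with old and 0.930 with DNMT3L-treated arrays, and were 0.967 between them.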
